# Naked mole-rat very-high-molecular-mass hyaluronan exhibits superior cytoprotective properties

**DOI:** 10.1038/s41467-020-16050-w

**Published:** 2020-05-12

**Authors:** Masaki Takasugi, Denis Firsanov, Gregory Tombline, Hanbing Ning, Julia Ablaeva, Andrei Seluanov, Vera Gorbunova

**Keywords:** Cell death, Stress signalling, Ageing

## Abstract

Naked mole-rat (NMR), the longest-living rodent, produces very-high-molecular-mass hyaluronan (vHMM-HA), compared to other mammalian species. However, it is unclear if exceptional polymer length of vHMM-HA is important for longevity. Here, we show that vHMM-HA (>6.1 MDa) has superior cytoprotective properties compared to the shorter HMM-HA. It protects not only NMR cells, but also mouse and human cells from stress-induced cell-cycle arrest and cell death in a polymer length-dependent manner. The cytoprotective effect is dependent on the major HA-receptor, CD44. We find that vHMM-HA suppresses CD44 protein-protein interactions, whereas HMM-HA promotes them. As a result, vHMM-HA and HMM-HA induce opposing effects on the expression of CD44-dependent genes, which are associated with the p53 pathway. Concomitantly, vHMM-HA partially attenuates p53 and protects cells from stress in a p53-dependent manner. Our results implicate vHMM-HA in anti-aging mechanisms and suggest the potential applications of vHMM-HA for enhancing cellular stress resistance.

## Abstract (web summary)

Naked mole rats are the longest-lived rodents and produce very-high-molecular-mass hyaluronan (vHMM-HA). Here the authors show that naked mole rat vHMM-HA is better at protecting mouse and human cells from cell cycle arrest and cell death, compared to the high-molecular-mass hyaluronan produced by these species.

## Introduction

The longest-living rodent, the naked mole-rat (NMR) (*Heterocephalus glaber*), has a maximum lifespan of more than 30 years, which is fivefold greater than predicted by body mass^1^. NMR does not show increase in mortality rates for at least 18 years^2^, and seems to be protected from age-related deterioration such as metabolic decline, diabetes, and osteoporosis^3,4^ Moreover, reproductive function of female NMR even increases with age until over 20 years of age^4^. These features indicate that NMR has evolved efficient anti-aging mechanisms. However, although NMR is increasingly appreciated as a model for aging research, how they resist aging processes remains largely unknown. Intriguingly, although basal levels of oxidative stress are higher in NMR cells than in mouse cells^5,6^, the age-related increase in oxidative damage is much smaller in the NMR^7^. Also, NMR proteins are better at maintaining their structure and function under oxidative stress^6,7^, which could be at least partially explained by high activities of proteasome and autophagy in NMR cells^8,9^. These observations suggest that handling of cellular stress, rather than the suppression of damage itself, is pivotal for the NMR’s longevity. Consistent with this idea, we recently found that the same dose of irradiation induces similar DNA damage but less cellular senescence in NMR cells than in mouse cells^10^.

In addition to the negligible organismal senescence, the NMR shows extremely high resistance to cancer. NMR cells express a unique INK4 isoform named pALT^INK4a/b^, which is upregulated upon a variety of stresses and has a stronger ability to induce cell-cycle arrest than p15^INK4b^ or p16^INK4a^^11^. It has been also reported that loss of ARF triggers cellular senescence without affecting the expression levels of p16^INK4A^, p21^Cip1/Waf1^, and p27^Kip1^ in NMR cells^12^. These species-specific functions of tumor suppressor genes may be contributing to the cancer resistance in NMR. Another important NMR-specific anti-cancer mechanism is early contact inhibition (ECI)^13–15^. Cultured NMR fibroblasts are hypersensitive to contact inhibition and stop proliferating at relatively low cell density in a hyaluronan (HA)-dependent manner. HA, a linear polysaccharide and a major component of the extracellular matrix, plays a role in supporting tissue structure and regulating cellular signaling pathways depending on its polymer length^15,16^. Dynamic regulation of the amount and polymer length of HA is implicated in diverse biological processes including cell proliferation, cell migration, and inflammation. In healthy tissues, most of HA is of high-molecular-mass (*M* > 1 MDa) (HMM-HA). In pathological circumstances, significant fragmentation of HA occurs, giving rise to low-molecular-mass HA (*M* < 250 kDa)^15,17^. NMR produces very-high-molecular-mass hyaluronan (vHMM-HA), much longer than HA in other mammalian species^14^. However, it is still not clear whether HA of exceptionally high polymer length is functionally different from regular HMM-HA. One of the mechanisms underlying the polymer length-dependent HA signal transduction is differential clustering of HA receptors triggered by their multivalent interaction with HA^16,18^ Multiple studies have shown that low-, but not HMM-HA promotes inflammatory responses^19^. On the other hand, HMM-HA enhances cellular stress resistance, especially against oxidative stress^20–23^, although the underlying mechanisms are not well understood. One caveat here is that the concentrations of HA used in these studies were relatively high; more than 100 μg/ml, 1-2 mg/ml in many cases, whereas most organs except dermis and cartilage have HA content of 1-100 μg HA/g wet tissue^17,24^.

The observations that HA exhibits polymer length-dependent cytoprotective effect and that long-lived NMR produces vHMM-HA lead to a hypothesis that additional polymer length of NMR-HA confers superior cytoprotection that could contribute to the NMR’s longevity. Here, we show that vHMM-HA has superior cytoprotective properties compared to the shorter HMM-HA. Mechanistically, vHMM-HA and HMM-HA have opposing effects on CD44 protein–protein interactions (PPIs) and CD44-dependent gene expression. As a result, vHMM-HA partially attenuates the p53 pathway and protects cells from stress-induced cell-cycle arrest and cell death.

## Results

### NMR-HA protects cells from oxidative stress via CD44

To explore the potential cytoprotective effects of NMR-HA, we first examined whether auto/paracrine actions of HA secreted by NMR skin fibroblasts (NSF) protect them from *tert*-butyl hydroperoxidase (tBHP)-induced cell death. tBHP is a widely used oxidative stressor that produces peroxyl/alkoxyl radicals or depletes GSH through metabolization. As expected, HA degrading enzyme, *Streptomyces* hyaluronidase (HAase), decreased the viability of NSF upon 2 days of tBHP-treatment (Supplementary Fig. 1A). In addition, the conditioned medium (CM) of NSF, but not that of mouse skin fibroblasts (MSF), suppressed the cell death of well-characterized human primary lung fibroblasts (IMR90 cells) upon 2 days of tBHP-treatment in a HA-dependent manner (Supplementary Fig. 1B).

HA can confer cytoprotective effect by directly scavenging ROS in the extracellular space or by triggering intracellular cytoprotective signaling pathways. In order to test whether NMR-HA protects cells by enhancing cellular stress resistance rather than by scavenging ROS, we pre-incubated IMR90 cells with 20 μg/ml (physiological concentration in many tissues) of purified NSF-HA or equivalent volume of PBS for 6 h, and then removed HA- or PBS-containing media and treated cells with high-dose tBHP for 1 h. This way HA was not present during tBHP treatment removing its direct ROS scavenging effect. As shown in Fig. 1a, 6-h pre-incubation with NSF-HA was enough to suppress tBHP-induced cell death. Daily repetition of these treatments using low- instead of high-dose tBHP resulted in a NSF-HA-dependent recovery of cell proliferation (Fig. 1b). Without tBHP-treatment, NSF-HA neither promoted cell proliferation nor induced ECI-like cell cycle arrest in IMR90 cells, indicating that NSF-HA is not influencing the cell cycle by itself (Supplementary Fig. 1C). NSF-HA pre-incubation also reduced the number of DNA damage foci after the repetitive low-dose tBHP treatment (Fig. 1c; Wilcoxon test *p* = 6.8 × 10^−6^). We then examined the involvement of the two major HA receptors, CD44 and RHAMM, in the cytoprotective effect of NSF-HA. Knockdown of RHAMM did not block the cytoprotective effect of NSF-HA, whereas CD44 siRNA as well as a CD44 neutralizing antibody abrogated its effect (Fig. 1d, e and Supplementary Fig. 2). These results indicate that HA-CD44 signaling is responsible for the cytoprotection by NSF-HA.

**Fig. 1:**
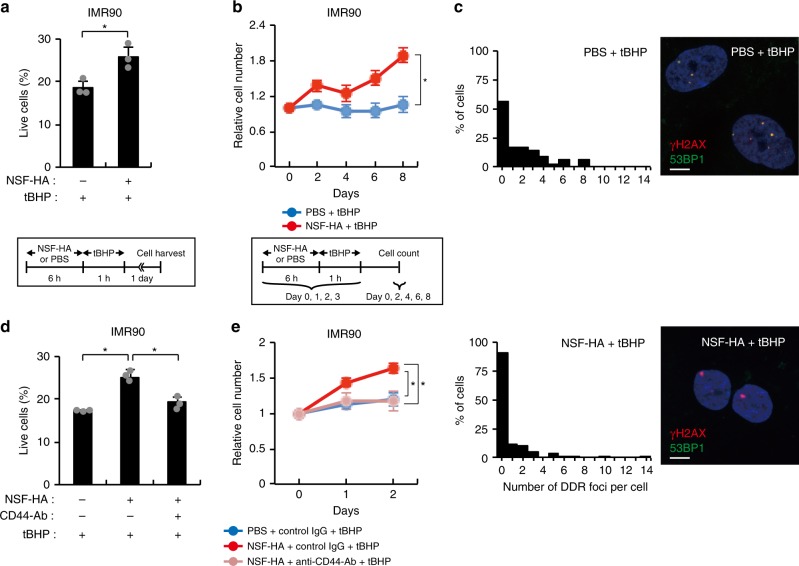
The effects of NSF-HA on cellular resistance to oxidative stress. **a** NSF-HA suppresses oxidative stress-induced cell death in IMR90 cells. The percentages of live cells were measured by Annexin-V/PI staining 1 day after 1 h of 3 mM tBHP-treatment (*n* = 3). Cells were pre-incubated for 6 h with 20 μg/ml NSF-HA or PBS before tBHP-treatment. **b** NSF-HA suppresses oxidative stress-induced growth arrest in IMR90 cells (*n* = 4). Cells were pre-incubated for 6 h with 20 μg/ml NSF-HA or PBS and then HA was removed and cells were exposed to 200 μM tBHP for 1 h. These treatments were repeated daily for the first 4 days. **c** IMR90 cells were stained with γH2AX and 53BP1 antibodies at day 8 of the experiment represented in (**b**). Histograms show the distributions of the number of γH2AX/53BP1 colocalized foci per cell. For each sample group, experiment was repeated (*n* = 2) and more than 100 cells were counted in total. Scale bars, 20 μm. **d** CD44 antibody blocks the cytoprotective effect of NSF-HA on oxidative stress-induced cell death in IMR90 cells. The percentages of live cells were measured by Annexin-V/PI staining 1 day after 1 h of 3 mM tBHP-treatment (*n* = 3). Cells were pre-incubated for 6 h with 20 μg/ml NSF-HA or PBS with or without CD44 blocking antibody (10 ng/ml) before tBHP-treatment. **e** CD44 antibody blocks the cytoprotective effect of NSF-HA on oxidative stress-induced growth arrest in IMR90 cells (*n* = 4). Cells were pre-incubated for 6 h with 20 μg/ml NSF-HA or PBS with or without CD44 blocking antibody (10 ng/ml) and then HA was removed and cells were exposed to 200 μM tBHP for 1 h on day 0 and day 1. Scale bars, 20 µm. Error bars are presented as mean ± SD values. *p < 0.05 [two-tailed *t*-test for (**a**, **b**) and one-way ANOVA with *post-hoc* Dunnett’s two-tailed test for (**d**, **e**)].

### vHMM-HA has superior cytoprotective properties

To assess whether the exceptional polymer length of NSF-HA contributes to its cytoprotective effect, we pre-incubated IMR90 cells with NSF-HA or the same amount (20 μg/ml) of MSF-HA for 6 h before tBHP-treatment. Majority of NSF-HA was vHMM-HA that has molecular mass of higher than 6.1 MDa, whereas entire MSF-HA was smaller than 6.1 MDa (Fig. 2a), as has been reported previously^14^. Unlike NSF-HA, MSF-HA did not enhance oxidative stress resistance in IMR90 cells (Fig. 2b, c), although the median molecular size of MSF-HA still falls in the class of HMM-HA. To exclude the possibility that this difference is due to the impurities in two HA preparations, we next compared the effects of intact and partially fragmented NSF-HA (fNSF-HA) on cellular stress resistance. For partial fragmentation, NSF-HA was incubated with low concentration of HAase for short period of time, and the reaction was stopped by heat inactivating the enzyme. For control, NSF-HA was heated after mixing with heat-inactivated HAase. Therefore, control NSF-HA (cNSF-HA) and fNSF-HA should be exactly identical except for the HA polymer length. Although the majority of fNSF-HA retained the molecular mass of higher than 1 MDa, it no longer protected IMR90 cells from tBHP-induced stress (Fig. 2d–f). Note that molecular size distributions of cNSF- and fNSF-HA were unchanged during the incubation with IMR90 cells, indicating that the absence of the cytoprotective effect of fNSF-HA is not due to the degradation of HMM-HA during the experiment (Supplementary Fig. 3A). In addition, cNSF-HA but not fNSF-HA protected against doxorubicin (DXR)- and irradiation-induced cell-cycle arrest in IMR90 cells (Supplementary Fig. 3B, C). MSF were also protected by NSF-HA in a polymer length-dependent manner (Supplementary Fig. 3D, E). Finally, we compared the cytoprotective effect of gel-extracted vHMM-HA (>6.1 MDa) and synthetic hyaluronan (Select-HA^TM^) with a uniform molecular mass of 1 MDa. Gel-extracted vHMM-HA protected IMR90 cells from oxidative stress, but 1 MDa HA did not, even at fivefold higher concentration (Supplementary Fig. 3F-I). These results indicate that vHMM-HA has superior cytoprotective properties over the shorter HMM-HA.

**Fig. 2:**
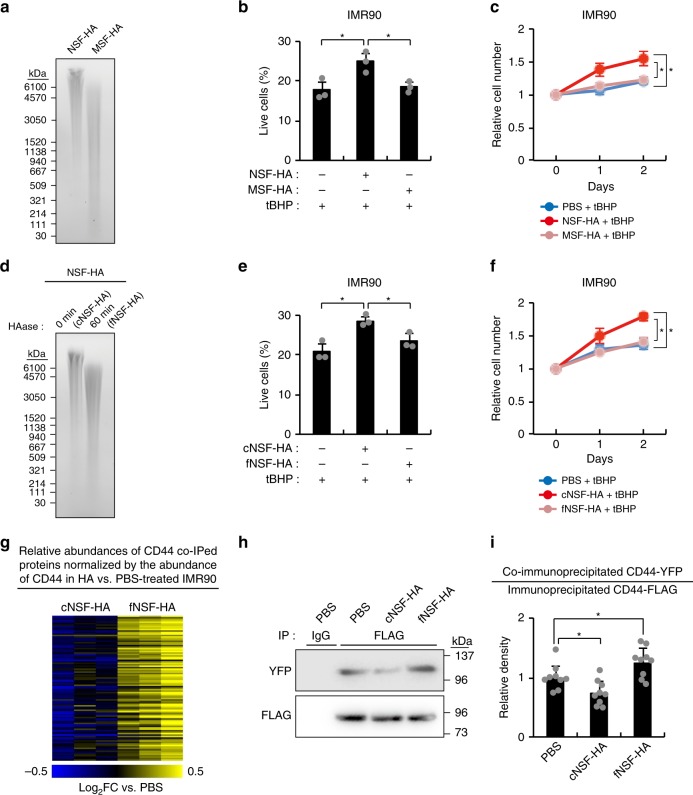
vHMM-HA has superior cytoprotective properties. **a** Pulse-field gel electrophoresis image of NSF-HA and MSF-HA. The experiment was repeated once with similar result. **b** NSF-HA, but not MSF-HA, suppresses oxidative stress-induced cell death in IMR90 cells. The percentages of live cells were measured by Annexin-V/PI staining 1 day after 1 h of 3 mM tBHP-treatment (*n* = 3). Cells were pre-incubated for 6 h with 20 μg/ml NSF-HA, MSF-HA, or PBS before tBHP-treatment. **c** NSF-HA, but not MSF-HA, suppresses oxidative stress-induced growth arrest in IMR90 cells (*n* = 4). Cells were pre-incubated for 6 h with 20 μg/ml of NSF-HA, MSF-HA, or PBS and then HA was removed and cells were exposed to 200 μM tBHP for 1 h on day 0 and day 1. **d** Pulse-field gel electrophoresis image of cNSF-HA and fNSF-HA. The experiment was repeated once with similar result. **e** cNSF-HA, but not fNSF-HA, suppresses oxidative stress-induced cell death in IMR90 cells. The percentages of live cells were measured by Annexin-V/PI staining 1 day after 1 h of 3 mM tBHP-treatment (*n* = 3). Cells were pre-incubated for 6 h with 20 μg/ml cNSF-HA, fNSF-HA, or PBS before tBHP-treatment. **f** cNSF-HA, but not fNSF-HA, suppresses oxidative stress-induced growth arrest in IMR90 cells (*n* = 4). Cells were pre-incubated for 6 h with 20 μg/ml cNSF-HA, fNSF-HA, or PBS and then HA was removed and cells were exposed to 200 μM tBHP for 1 h on day 0 and day 1. **g** The heatmap shows the CD44-normalized abundances of 99 CD44 co-immunoprecipitated proteins that are differentially associating with CD44 in CD44-overexpressing IMR90 cells. Cells were incubated for 6 h with 20 μg/ml cNSF-HA, fNSF-HA, or PBS. The experiment was done in triplicates. (**h**) Western blots showing the abundances of CD44-FLAG co-immunoprecipitated CD44-YFP in IMR90 cells overexpressing CD44-FLAG and CD44-YFP (*n* = 9). Cells were incubated for 6 h with 20 μg/ml cNSF-HA, fNSF-HA, or PBS. **i** Quantification of Western blots shown in (**h**) by Image J. Error bars are presented as mean ± SD values. *p < 0.05 (one-way ANOVA with post-hoc Dunnett’s two-tailed test).

### vHMM- and HMM-HA have opposing effects on CD44 interactome

The fact that the cytoprotective effect of NSF-HA depends on CD44 and its exceptional polymer length suggests that vHMM-HA and HMM-HA regulate CD44 signals in different ways. To test this notion, we analyzed the effect of HA on CD44 protein-protein interactions. We overexpressed standard form of CD44 in IMR90 cells (Supplementary Fig. 4A) and performed CD44 co-immunoprecipitation assay 6 h after incubating with cNSF-HA, fNSF-HA, or PBS. The majority of endogenous CD44 molecules were of standard form in IMR90 cells, MSF^10^, and NSF (Supplementary Fig. 4B, C). CD44 and its interactors were cross-linked with DSP and DTME prior to cell harvest. Immunoprecipitated proteins were then subjected to quantitative tandem-mass-tag (TMT) mass spectrometry. This identified 290 co-immunoprecipitated proteins with enrichment of at least twofold compared to IgG control (Supplementary Dataset 1). Of those, 109 proteins (38%) have been already reported as CD44-interacting proteins^25^, indicating the success of co-immunoprecipitation. We compared the abundances of CD44 co-immunoprecipitated proteins after normalization to CD44 levels and identified 99 proteins to be differentially associating with CD44 in cNSF-HA- and fNSF-HA-incubated IMR90 cells (*p* < 0.05). Strikingly, co-immunoprecipitation efficiencies of all of these proteins were higher in cells incubated with fNSF-HA than those incubated with cNSF-HA (Supplementary Dataset 1). Moreover, when compared to PBS, cNSF-HA reduced the co-immunoprecipitation efficiencies of the majority of these proteins, whereas fNSF-HA mostly enhanced them (Fig. 2g). These results show that CD44 protein-protein interactions are promoted by HMM-HA but are suppressed by vHMM-HA. Next, to clarify the effect of vHMM-HA on protein-based CD44-CD44 interaction, we simultaneously overexpressed CD44-FLAG and CD44-YFP in IMR90 cells and examined their interaction by FLAG co-immunoprecipitation assay. Consistent with our mass-spec data, cNSF-HA reduced the amount of co-immunoprecipitated CD44-YFP, whereas fNSF-HA increased it (Fig. 2h, i). This result suggests that very large vHMM-HA molecules shield CD44 and reduce its interaction with other proteins.

### vHMM- and HMM-HA have opposing effects on gene expression

Our data imply that vHMM-HA protects cells by enhancing cellular stress resistance via altered CD44 signaling. In support of this notion, pre-incubation with NSF-HA did not reduce intracellular ROS induction after the tBHP-treatment in IMR90 cells (Supplementary Fig. 5A). Also, short HAase treatment following NSF-HA incubation did not impair its cytoprotective effect (Supplementary Fig. 5B, C). This indicates that residual pericellular HA is unlikely to be important for the cytoprotection. Although internalized HA may be involved, our data nevertheless suggest that intracellular signals downstream of CD44 play a key role in the cytoprotection by vHMM-HA.

Therefore, in order to further investigate the mechanisms of the cytoprotective effect, we first aimed to clarify how vHMM-HA affects transcriptional signature in stressed cells. 

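RNA from IMR90 cells, which the paper describes as primary human lung fibroblasts, was sequenced in 6 groups of 3 replicates each, giving 18 libraries. Cells were pre-incubated for 6 h with PBS or with 20 μg/ml of cNSF-HA or fNSF-HA, and 9 of the libraries came from cells that were then exposed to 200 μM tBHP, an oxidant, for 1 h and collected 6 h after the start of the exposure. The authors sequenced single-end reads of 100 nt and deposited, for 56269 genes, the number of reads counted on each gene divided by the DESeq2 size factor of its library. In every library, 100% of the deposited values were whole multiples of the value of 1 read (largest deviation 5.3e-05 of a read), so the reads counted on genes could be recovered. The median number of reads was 23704287 in PBS cells (range 22852097 to 25416049), 22360762 in cNSF-HA cells (21130667 to 23137884) and 22861463 in fNSF-HA cells (22617709 to 23935069). After tBHP, the median was 20823759 in PBS cells (20690497 to 21036981), 22435341 in cNSF-HA cells (21855689 to 22820095) and 21069460 in fNSF-HA cells (20261103 to 26287660). No replicate pair was identical among the 18 pairs.
Differences were tested with limma on log2(deposited value + 1), so that fold changes of genes with low values are understated. The 13686 genes with a mean deposited value of at least 10 were tested, with 1 coefficient per group, all 18 libraries sharing 1 estimate of the spread, and Benjamini-Hochberg adjustment. The spread between replicates was larger after tBHP: the median SD within groups was 0.21 on the log2 scale after tBHP and 0.076 before. The shared estimate lies between the 2, so unadjusted p-values tend to be too small after tBHP and too large before. Part of the spread between replicates followed the GC content of the transcripts. Together with transcript length, GC content explained 35.6% of the variance within groups after tBHP and 2.00% before. For the transcripts with the highest GC content (median 64.0%), the median deviation from the mean of the 9 libraries with tBHP was -0.79 in replicate 2 and -0.20 in replicate 1 of the fNSF-HA cells, and 0.17 in replicate 3. In the cNSF-HA cells it was 0.11, 0.13 and 0.33, so that the direction of this trend differed between the HA groups except in fNSF-HA replicate 3.

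**Figure D1:**
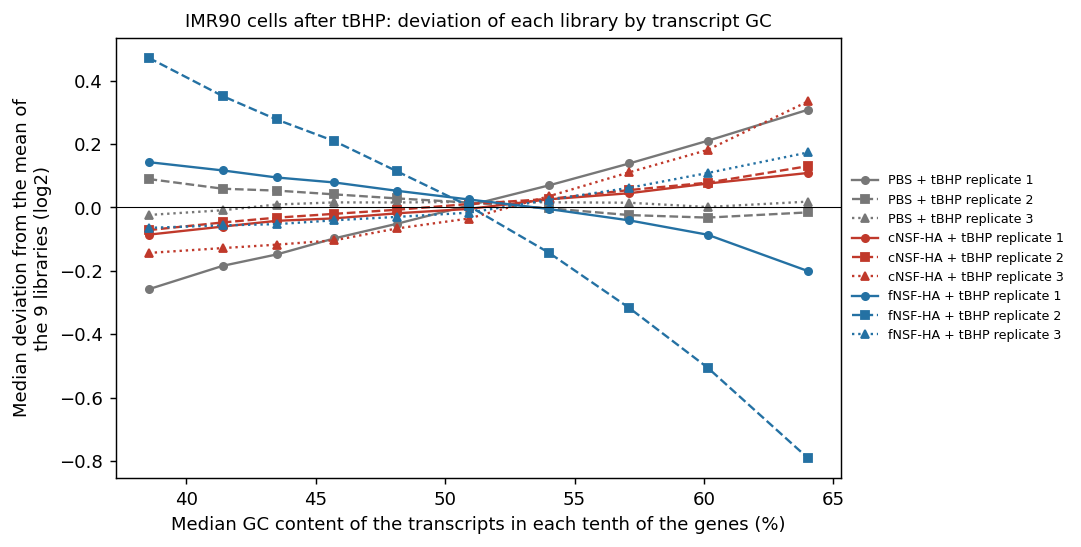
Median deviation (log2) of each of the 9 libraries with tBHP from the mean of the 9, in 10 groups of equal size of the genes tested, ordered by the GC content (%) of their transcripts. Each line is 1 library; fNSF-HA replicate 2 falls from 0.47 at a median GC content of 38.5% to -0.79 at 64.0%.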

We compared the transcriptomes of IMR90 cells 6 h after starting 1-h low-dose tBHP-treatment and identified 745 genes that are differentially expressed between cNSF-HA- and fNSF-HA pre-incubated cells (*q* < 0.05; hereafter referred to as HA polymer length-dependent genes). 

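In the libraries collected after tBHP, none of the 13686 genes had an adjusted p-value under 0.05 between cNSF-HA and fNSF-HA pre-incubated cells in limma's test (0 genes, smallest adjusted p = 0.0981). The unadjusted p-value was under 0.05 for 4412 genes (32.2%). In a fit of only the compared groups, it was under 0.05 for 1001 genes, and 0 genes passed. Of the alternatives that kept all libraries, DESeq2, the tool the paper used, moved the count of genes past the threshold most. On the recovered reads it called 778 genes, of which 249 were higher and 529 lower in cNSF-HA cells. This count depended on single libraries. DESeq2 called 5425 genes without fNSF-HA replicate 3 and 0 genes without fNSF-HA replicate 2, and limma called 5586 genes without fNSF-HA replicate 3 and 0 without any other library of these groups.

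**Figure D2:**
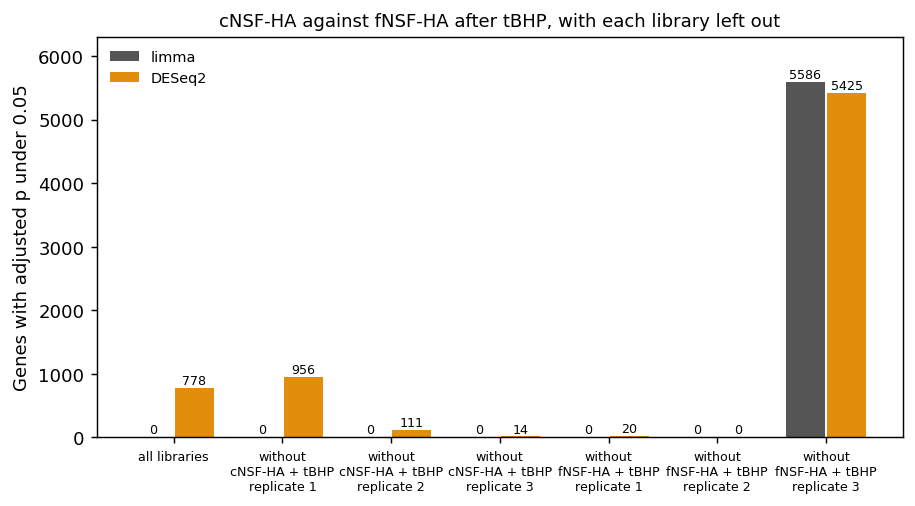
Number of genes with an adjusted p-value under 0.05 between cNSF-HA and fNSF-HA pre-incubated cells after tBHP, with all 18 libraries and with each of the 6 compared libraries left out. Gray bars stand for limma and orange bars for DESeq2; the highest bars, 5586 and 5425 genes, belong to the fits without fNSF-HA replicate 3.

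Since fewer than 100 genes passed, the 745 genes with the smallest p-value, as many as the paper reports, were taken as the HA polymer length-dependent genes (largest unadjusted p = 0.00591). Of these, 360 were higher in cNSF-HA cells, with a median log2 difference of 0.56, and 385 were lower, with a median of -0.41. DESeq2 also called 592 of them. In 13.4% of all genes tested the 3 cNSF-HA libraries did not overlap the 3 fNSF-HA libraries, against 10% by chance. The median GC content was 62.7% for the genes higher in cNSF-HA cells, 41.2% for the genes lower in cNSF-HA cells and 49.5% for all genes tested.
CD44 had 32710 ± 1819 normalized counts (SD, n = 3) in cNSF-HA cells and 35970 ± 2817 in fNSF-HA cells after tBHP. Its log2 difference was -0.14 (standard error 0.059, adjusted p = 0.127 from limma), and 0.0094 once the trend with transcript GC and length had been removed. With the trend left in, it was -0.07 without fNSF-HA replicate 2 and -0.18 without fNSF-HA replicate 3 after tBHP. HMMR, which encodes RHAMM, differed by -0.32 (standard error 0.14, adjusted p = 0.125 from limma). Among the genes of transcription factors, ELK4 was lower in cNSF-HA cells by a log2 difference of -0.54 (standard error 0.17, adjusted p = 0.0981 from limma and 0.039 from DESeq2). The log2 differences of EGR1, ELK1, GABPA, HIF1A, NFYA and NOTCH1 lay between -0.32 for GABPA and 0.34 for NOTCH1, with adjusted p-values from 0.145 to 0.355 in limma's test. These values depended on single libraries: without fNSF-HA replicate 2 after tBHP the log2 differences of ELK4, HMMR, GABPA and NOTCH1 were -0.32, -0.15, -0.12 and 0.13, and without fNSF-HA replicate 3 after tBHP they were -0.73, -0.48, -0.47 and 0.54. The difference of ELK1 was -0.01 without fNSF-HA replicate 2, that of EGR1 -0.01 without fNSF-HA replicate 3, and those of HIF1A and NFYA -0.09 and -0.08 without cNSF-HA replicate 3 after tBHP. Removing this trend changed the signs of ELK1, GABPA and HIF1A, to log2 differences of -0.08, 0.03 and 0.02.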

Expression levels of most of these genes were oppositely regulated by cNSF-HA and fNSF-HA (significant negative correlation; Spearman correlation test, *p* < 2.2 × 10^−16^) (Fig. 3a), as is the case with CD44 protein-protein interactions. Thus, although CD44 PPIs were investigated under the condition of CD44 overexpression that can affect the results, our proteomic and transcriptomic analyses both indicated contrasting effects of cNSF-HA and fNSF-HA. 

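Against PBS cells after tBHP, 644 of the 745 genes (86.4%) changed in opposite directions after cNSF-HA and fNSF-HA, 324 with cNSF-HA above and fNSF-HA below PBS and 320 the other way round. Across these genes, which are not independent replicates, Spearman's rho between the 2 sets of log2 changes was -0.54. Because both changes share the PBS libraries and the genes were chosen by the difference between them, libraries simulated with no difference between groups gave a median rho of -0.41 (95% of 100 draws from -0.46 to -0.34) and opposite signs in 78.3% of the genes (75.1% to 81.4%). With the HA labels after tBHP permuted and the genes chosen again, 21 of 100 draws gave a rho as low. As large a share of opposite signs was reached in 26 of 100 draws (95% of the other draws from 29.9% to 97.7%). In the 778 genes called by DESeq2, rho was -0.39, inside the range simulated for the 745 genes. Opposite signs were found in 86.8% of them, above the simulated range but inside the permuted range, both made for the 745 genes. The simulated genes varied independently, unlike the real ones with their trend. For the 745 genes without PBS replicate 2 after tBHP, rho was -0.15. With the trend with transcript GC and length removed, rho was -0.50 in genes chosen again and -0.16 in the same genes. Compared with PBS cells, the test called 0 genes after cNSF-HA (1183 with an unadjusted p-value under 0.05) and 19 genes after fNSF-HA, 16 of them higher. The latter count was 4024 genes without fNSF-HA replicate 3 and 0 without fNSF-HA replicate 1, fNSF-HA replicate 2 or PBS replicate 3 (1249 to 2919 with an unadjusted p-value under 0.05). From the opposite changes of most of these genes, alongside its proteomic data, the paper reasons that the effects of cNSF-HA and fNSF-HA contrast, with the caveat that the CD44 interactions were studied under CD44 overexpression.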

Gene ontology analysis^26^ of the HA polymer length-dependent genes showed the enrichment of genes encoding the regulators and interactors of p53 (Fig. 3b). Next, we conducted motif-based transcription factor binding site (TFBS) enrichment analysis^27^ and found that targets of CD44-regulated transcription factors such as ELK1^28^ and EGR1^29^ were overrepresented in the HA polymer length-dependent genes (Fig. 3c). Moreover, the most enriched transcription factor targets, namely, the targets of HIF1α, have been shown to overlap significantly with the targets of CD44-ICD (CD44 intra-cytoplasmic domain) that is generated by proteolysis of CD44^30^. Indeed, CD44-ICD levels were lower in fNSF-HA-incubated cells (Supplementary Fig. 6), and there was an enrichment of CD44-ICD binding motif (CCTGCG) in the 500 bp promoter regions of the HA polymer length-dependent genes (Fig. 3d).

**Fig. 3:**
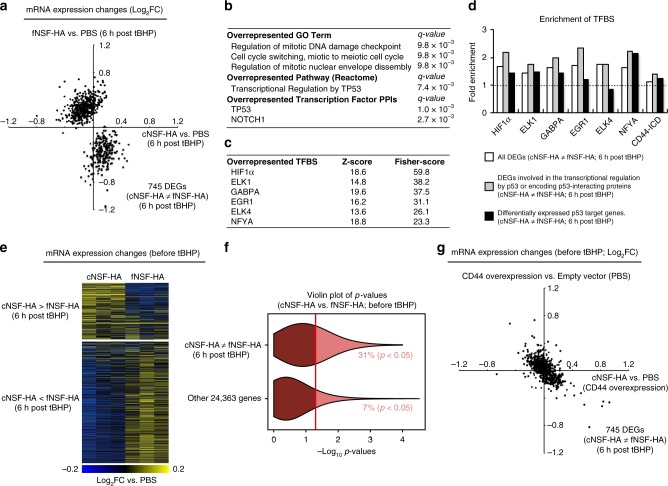
Transcriptome analyses of NSF-HA-treated IMR90 cells. **a** Genes differentially expressed in IMR90 cells upon treatment with cNSF-HA or fNSF-HA (HA polymer length-dependent genes). Cells were pre-incubated for 6 h with 20 μg/ml cNSF-HA, fNSF-HA, or PBS and then HA was removed and cells were exposed to 200 μM tBHP for 1 h. Cells were collected 6 h after starting the tBHP-treatment. **b** Enrichment of GO Term, Reactome pathway, and transcription factor protein-protein interactions (PPIs) in the HA polymer length-dependent genes. **c**, **d** Enrichment of transcription factor binding sites (TFBS) in the HA polymer length-dependent genes. White bars represents the enrichment of TFBS in all HA polymer length-dependent genes. Gray bars represents the enrichment of TFBS in HA polymer length-dependent genes that are involved in the transcriptional regulation by p53 or encoding p53-interacting proteins. Black bars represents the enrichment of TFBS in HA polymer length-dependent p53 target genes. **e** Differential expression levels of the HA polymer length-dependent genes (defined in the presence of tBHP) in IMR90 cells incubated for 6 h with 20 μg/ml cNSF-HA, fNSF-HA, or PBS. **f** The violin plot represents the distribution of *p*-values of a two-tailed *t*-test comparing the gene expression levels of the HA polymer length-dependent genes and HA-polymer length-independent genes (defined in the presence of tBHP) between cNSF-HA- and fNSF-HA-incubated IMR90 cells. Cells were incubated for 6 h with 20 μg/ml cNSF-HA or fNSF-HA without further tBHP-treatment. **g** Differential expression levels of the HA polymer length-dependent genes (defined in the presence of tBHP) in control and CD44-overexpressing IMR90 cells incubated for 6 h with 20 μg/ml cNSF-HA or PBS.

All of these TFBS enrichments become more prominent when the analysis was restricted to the HA polymer length-dependent genes encoding regulators and interactors of p53 (Fig. 3d), implying a major role of the p53 pathway in the CD44-dependent cytoprotective effect of NSF-HA. Consistent with these observations, there was a significant enrichment of curated high-confident p53 target genes^31^ in the HA polymer length-dependent genes (Fisher’s exact test, *p* = 1.7 × 10^−6^) (Supplementary Fig. 7A). 

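A list of 40 widely described p53 target genes, written before the data were examined since the curated list was not used here, was compared between cNSF-HA and fNSF-HA cells after tBHP. The median log2 difference was -0.096, with 22 targets lower and 18 higher in cNSF-HA cells. As a group the targets were not separated from the other genes by camera, a gene set test with a preset correlation between genes (p = 0.208, as small in 3 of the 10 splits of an exact permutation of the 6 libraries), but were lower by fry, which tests the genes of the list without comparing them with other genes (p = 0.00163). The camera p was 0.0528 without fNSF-HA replicate 2 and 0.504 without cNSF-HA replicate 1 after tBHP. For 19 targets the unadjusted p-value was under 0.05. No target passed when adjusted over all genes (0), and 9 passed when adjusted over the list alone. Against PBS cells the median difference of cNSF-HA cells was -0.014 (camera p = 0.32, fry p = 0.0574), and 5 of the 10 splits of an exact permutation gave as small a camera p. With 10 splits, no share under 0.1 can be reached. With the trend with transcript GC and length removed, 28 of the 40 targets were lower in cNSF-HA than in fNSF-HA cells (median -0.039, camera p = 0.00524, reached by 1 of the 10 splits of an exact permutation, the real one).  Of the 40 targets, 6 were among the HA polymer length-dependent genes, and these 6 were lower in cNSF-HA cells, by log2 differences from -0.50 to -0.24, each with an adjusted p of 0.0981 from limma. Among them, CCNG1 differed by a log2 difference of -0.43, MDM2 of -0.40, PERP of -0.24, RRM2B of -0.45 and ZMAT3 of -0.47. Compared with PBS cells, CCNG1 was higher in cNSF-HA cells by 0.08, and the other 5 of the 6 were lower. RRM2B had 897 ± 27.8 normalized counts (SD, n = 3) in cNSF-HA cells, 1253 ± 332 in fNSF-HA cells and 1048 ± 161 in PBS cells. PRRX2 and PYCARD were higher in cNSF-HA than in fNSF-HA cells. The log2 difference of PRRX2 was 0.72 (standard error 0.21, adjusted p = 0.0981 from limma), with 1864 ± 321 and 1202 ± 514 normalized counts. Without fNSF-HA replicate 2 after tBHP, the difference of PRRX2 was 0.35 and that of RRM2B -0.24, and without fNSF-HA replicate 3 they were 1.02 and -0.59. PYCARD differed by 0.80 (standard error 0.20, adjusted p = 0.0981 from limma), with 92.3 ± 17.1 and 52.2 ± 6.52 normalized counts. The log2 differences with the trend removed were -0.21 for RRM2B, 0.02 for PRRX2 and 0.35 for PYCARD.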

Notably, cNSF-HA pre-incubation suppressed the expression of most of the HA polymer length-dependent p53 target genes (Supplementary Fig. 7A, B). With that being said, majority of the p53 target genes respond similarly to the oxidative stress in cNSF-HA, fNSF-HA, and PBS-indubated cells (Supplementary Fig. 7C). 

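The tBHP response, the log2 change between cells with and without tBHP, was compared between the 3 pre-incubations for the 40 p53 targets. The labels of the libraries without tBHP name only the 6 h pre-incubation. The tBHP response therefore also holds the later collection and the removal of the HA or PBS medium. Its median was 0.95 in PBS cells, 0.95 in cNSF-HA cells and 0.92 in fNSF-HA cells. The responses of 36 targets had the same sign in the 3 pre-incubations, and 29 targets rose and 2 fell past the threshold in each of them. Across the targets, Spearman's rho between responses was 0.978 for cNSF-HA and PBS, 0.969 for fNSF-HA and PBS, and 0.949 for cNSF-HA and fNSF-HA. Since the response to tBHP itself sets these values, they say little about an effect of HA. When the difference between responses was tested itself, 0 targets passed the threshold for any pair of pre-incubations, whether adjusted over all genes or adjusted over the list alone. The unadjusted p-value was under 0.05 for 1 target between cNSF-HA and fNSF-HA, for 1 between cNSF-HA and PBS and for 4 between fNSF-HA and PBS. As a group, the targets responded less in cNSF-HA than in fNSF-HA cells by a median of -0.051 (camera p = 0.102, fry p = 0.033), and in a permutation of the HA labels 3 of 100 draws gave as small a camera p. This group difference gave a camera p of 0.00187 with the trend with transcript GC and length removed (1 of 100 draws, the real one). With the trend left in, it was 0.0187 without cNSF-HA replicate 3 and 0.389 without cNSF-HA replicate 1 after tBHP. Over all genes tested, the difference between these responses passed the threshold for 0 genes (533 with an unadjusted p-value under 0.05).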

Cytoplasmic and nuclear levels of p53 were also unaffected by HA (Supplementary Fig. 7D–G). Target genes of CD44-ICD and CD44-regulated transcription factors were not enriched in the HA polymer length-dependent p53 target genes (Fig. 3d), suggesting that the transcriptional modulation of HA polymer length-dependent p53 target genes is a consequence of altered expression of genes encoding regulators and interactors of p53 that are regulated by CD44-regulated transcription factors and CD44-ICD.

Interestingly, we found that early stress responsive gene expression changes induced by tBHP and irradiation^32^ show positive correlation with the gene expression changes induced by cNSF-HA pre-incubation in the HA polymer length dependent genes (Spearman correlation test, *p* < 2.2 × 10^−16^ for tBHP and *p* = 3.2 × 10^−5^ for irradiation, Supplementary Fig. 7H). This is surprising since p53 target genes as a whole were predominantly upregulated upon these early stress responses (Supplementary Fig. 7A). These results suggest that cNSF-HA pre-incubation potentiates a subset of early stress-response that is especially associated with p53 suppression.

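Among the HA polymer length-dependent genes, Spearman's rho between the tBHP response of PBS cells and the change after cNSF-HA against PBS, both in cells exposed to tBHP, was 0.34 across genes. Both changes use the same PBS libraries with opposite sign. Libraries simulated with no difference between groups gave a median rho of -0.30 (95% of 100 draws from -0.37 to -0.22), but they had no tBHP response either. Permuting the HA labels after tBHP, with the genes chosen again, keeps this response. The median rho was then -0.065 (95% of the other draws from -0.65 to 0.49), and 10 of 100 draws gave a rho as high. With separate PBS libraries for the 2 changes, rho was 0.54, 0.13 and 0.32 for the 3 ways of dividing them. It was 0.096 without PBS replicate 2 after tBHP. With the trend with transcript GC and length removed, rho became -0.11 in genes chosen again and 0.10 in the same genes. For the change after cNSF-HA in cells without tBHP, rho was 0.52, against 0.46 in the simulated libraries. Without a tBHP response, the simulated libraries give no fitting reference for this rho.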

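In PBS cells, 34 of the 40 p53 targets rose after tBHP and 6 fell, with a median log2 change of 0.95 (camera p = 2.02e-14, fry p = 1.52e-16, reached by 1 of the 10 splits of an exact permutation, the real one). Of these targets, 31 rose and 3 fell with an adjusted p-value under 0.05 over all genes. GDF15 rose from 38.6 ± 3.80 to 4061 ± 1128 normalized counts (SD, n = 3), a log2 change of 6.65 (standard error 0.28, adjusted p = 3.95e-12 from limma). The next largest rises were those of BBC3, by 3.12 (adjusted p = 1.33e-09 from limma), and BTG2, by 3.09 (adjusted p = 3.89e-12 from limma). The targets past the threshold that fell were CCNG1, by a log2 change of -0.44, PERP, by -0.36, and PLK2, by -0.35. Over all genes tested, 3317 rose and 3678 fell in PBS cells, 3285 rose and 3662 fell in cNSF-HA cells, and 2631 rose and 3102 fell in fNSF-HA cells. With edgeR's scaling of the recovered reads, which raised the log2 changes in PBS cells by a median of 0.068, the balance was the other way round, with 4058 genes higher and 3223 lower in PBS cells, 3940 and 3253 in cNSF-HA cells, and 3306 and 2613 in fNSF-HA cells. Among genes with a mean deposited value of at least 100, the largest rises in PBS cells after that of GDF15 were those of INHBE, by 4.34, and ATF3, by 4.01. LRRN3, with a log2 change of -3.83, and ANKRD1, of -2.86, were among the 3 largest falls, the largest being -4.71 for a gene with a clone-based name.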

Importantly, transcriptomic analysis of non-stressed IMR90 cells incubated with cNSF-HA, fNSF-HA, and PBS showed that the expression changes of most of the HA polymer length-dependent genes were already induced before tBHP-treatment (Fig. 3e). 

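In cells without tBHP, 668 of the 745 genes (89.7%) differed between cNSF-HA and fNSF-HA in the same direction as after tBHP, where simulated libraries with no difference gave a median of 50.2%. The differences before tBHP were not used to choose the genes, although the libraries before tBHP entered the estimate of the spread. With the HA labels permuted, as large a share was reached in 2 of 100 draws for the libraries before tBHP and in 3 of 100 for those after tBHP. Spearman's rho across these genes between the differences before and after tBHP was 0.74. With the trend with transcript GC and length removed, the share was 60.5% in the same genes that had a GC value, and 74.9% in genes chosen again. Against PBS cells without tBHP, 64.0% of the genes changed in opposite directions after cNSF-HA and fNSF-HA (rho -0.13, against a median of 0.47 in simulated libraries, and as low in 4 of 100 permuted draws). This rho was 0.093 without PBS replicate 1, and with the trend removed it was 0.18 in genes chosen again and 0.31 in the same genes.  In the fit of all 18 libraries, 0 genes passed the threshold between cNSF-HA and fNSF-HA without tBHP (206 with an unadjusted p-value under 0.05). In a fit of only these 6 libraries, which uses their own smaller spread, 980 genes passed. They were 244 higher and 736 lower in cNSF-HA cells, with median log2 differences of 0.19 and -0.15. Of these, 169 were among the 745 genes, and 168 of the 169 differed in the same direction after tBHP. The count was 228 genes without fNSF-HA replicate 2, and 81 genes with the trend removed.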

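The unadjusted p-values between cNSF-HA and fNSF-HA cells without tBHP were compared between the 745 HA polymer length-dependent genes and the 12941 other genes tested. With limma and the spread of all 18 libraries, the p-value was under 0.05 for 13 of the 745 genes (1.74%) and for 193 of the other genes (1.49%). Simulated libraries with no difference gave medians of 7.65% and 4.84%. They had the same spread before and after tBHP, while the real spread was smaller before. Shares under these medians therefore do not speak against an effect of HA. With a two-tailed two-sample test of each gene on its own 6 libraries, which the legend of Fig. 3f names, the shares were 34.0% and 15.3%. They were 37.8% and 15.0% when the 778 genes called by DESeq2 after tBHP took the place of the 745.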

Other genes showed much less HA polymer length-dependent effects in these cells (Fig. 3f). RT-qPCR analysis of non-stressed control and CD44 knocked down IMR90 cells confirmed that the polymer length-dependent effects of HA on the expression of p53 target genes (*RRM2B*^33^, *PRRX2*^25^, and *PYCARD*^34^) are mediated by CD44 (Supplementary Fig. 8). Finally, in order to further confirm the role of CD44 signaling in the regulation of HA polymer length-dependent genes (and to complement the proteomic analysis described in the previous section), we performed transcriptomic analysis on mock- and CD44-overexpressing IMR90 cells under non-stress conditions. As expected based on the proteomic analysis above, transcriptional effect of CD44 overexpression on the HA polymer length-dependent genes was largely suppressed by incubating cells with cNSF-HA. In the HA polymer length-dependent genes, expression changes induced by CD44-overexpression in PBS-treated IMR90 cells and those induced by cNSF-HA-treatment in CD44-overexpressing IMR90 cells showed a significant negative correlation (Spearman correlation test, *p* < 2.2 × 10^−16^) (Fig. 3g). Taken together, these data show that vHMM-HA antagonizes the transcriptional effect of HMM-HA and CD44 and thereby changes the expression of interactors and regulators of p53 that are potentially under control of CD44-related transcription factors, resulting in reduced expression of a subset of p53 target genes.

### vHMM-HA protects cells via attenuating p53

We next sought to clarify whether vHMM-HA and HMM-HA differentially affect the status of p53 itself. We examined the major p53 N-terminus phosphorylation sites and found that p53 Ser9 was less phosphorylated in cNSF-HA-incubated cells than in fNSF-HA-incubated cells (Fig. 4a, b and Supplementary Fig. 9). To test whether p53 is actually involved in the cytoprotective effect of NSF-HA, we knocked down p53 in IMR90 cells using a validated siRNA^35^. IMR90 cells in which p53 was knocked down were still sensitive to tBHP, but were no longer protected by NSF-HA pre-incubation (Fig. 4c–e). Since siRNA cannot completely silence the target gene, we next conducted the same experiment using wild-type and p53-knockout MSF^36^. Similar to IMR90 cells, p53-knockout MSF were still sensitive to tBHP but were not protected by NSF-HA pre-incubation (Fig. 4f–h). Based on these results, we conclude that cytoprotective effect of NSF-HA is mediated at least partially via attenuating the p53 pathway.

**Fig. 4:**
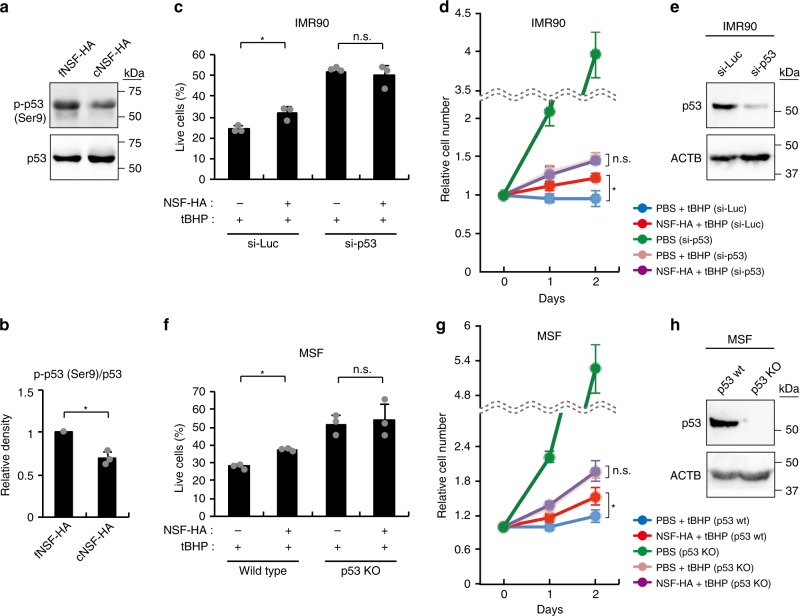
Cytoprotective effect of NSF-HA depends on p53. **a** Western blots showing p-p53-Ser9 levels in IMR90 cells treated with 20 μg/ml cNSF-HA or fNSF-HA for 6 h. **b** Quantification of Western blots shown in (**a**) by Image J. Averages are of three biological replicates. For each biological replicate, immunoblotting was performed three times and averaged. **c** p53-knockdown abrogates the cytoprotective effect of NSF-HA on oxidative stress-induced cell death in IMR90 cells. The percentages of live cells were measured by Annexin-V/PI staining 1 day after 1 h of 3 mM tBHP-treatment (*n* = 3). Cells were pre-incubated for 6 h with 20 μg/ml NSF-HA or PBS before tBHP-treatment. siRNA was transfected 2 days before the first tBHP-treatment. **d** p53-knockdown abrogates the cytoprotective effect of NSF-HA on oxidative stress-induced growth arrest in IMR90 cells (*n* = 4). Cells were pre-incubated for 6 h with 20 μg/ml NSF-HA or PBS for 6 h and then HA was removed and cells were exposed to 200 μM tBHP for 1 h on day 0 and day 1. siRNA was transfected 2 days before day 0. **e** Confirmation of p53-knockdown in IMR90 cells by Western blot. Cells were collected 2 days after p53 or control siRNA transfection. Immunoblotting was repeated once with similar result. **f** p53-knockout abrogates the cytoprotective effect of NSF-HA on oxidative stress-induced cell death in MSF. The percentages of live MSF were measured by Annexin-V/PI staining 1 day after 1 h of 1.5 mM tBHP-treatment (*n* = 3). Cells were pre-incubated for 6 h with 20 μg/ml NSF-HA or PBS before tBHP-treatment. **g** p53-knockout abrogates the cytoprotective effect of NSF-HA on oxidative stress-induced growth arrest in MSF (*n* = 4). Cells were pre-incubated for 6 h with 20-μg/ml NSF-HA or PBS for 6 h and then HA was removed and cells were exposed to 150-μM tBHP for 1 h on day 0 and day 1. **h** Confirmation of p53-knockout in MSF by Western blot. Immunoblotting was repeated once with similar result. Error bars are presented as mean ± SD values. *p < 0.05 (two-tailed *t*-test).

## Discussion

Although extracellular matrix constitutes a major part of the body, its relationship with aging remains largely unexplored. HA, a linear polysaccharide and a major component of the extracellular matrix, has very high molecular mass in the longest-living rodent, the NMR, but it was unclear whether exceptional polymer length of vHMM-HA contributes to the phenotypes of the NMR. Here, we demonstrated that vHMM-HA (>6.1 MDa) is functionally different from shorter high-molecular-mass HA and that vHMM-HA exhibits distinct cytoprotective effect on NMR, mouse, and human cells in a p53-dependent manner. Our data collectively support a model in which vHMM-HA suppresses the protein-protein interactions and the signalling by CD44, resulting in altered expression of interactors, regulators, and targets of p53, and thereby exhibits distinct cytoprotection through modulating the p53 pathway (Fig. 5). Our findings suggest that vHMM-HA contributes to longevity of the NMR and highlight the potential application of vHMM-HA as a cytoprotective molecule.

**Fig. 5:**
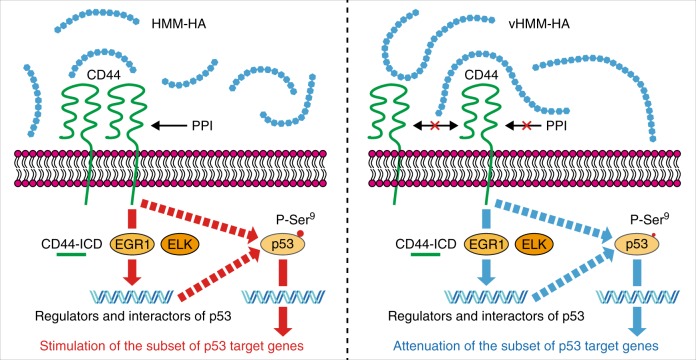
Schematic model of the mechanism of protective effect of vHMM-HA. Our data indicate that vHMM-HA attenuates CD44 protein-protein interactions (PPI), whereas HMM-HA promotes them. Concomitantly, vHMM-HA suppresses CD44-dependent gene expression, including those regulated by CD44-dependent transcription factors such as ELK, EGR1, and CD44-ICD. vHMM-HA and HMM-HA thereby induce opposing effects on the expression of CD44-dependent genes, which are also associated with the p53 pathway. As a result, vHMM-HA partially attenuates p53 and its target genes, and protects cells in a p53-dependent manner.

It should be noted, however, that our mechanistic investigations were largely restricted to human cells, as the clinically relevant model. Genes involved in the mechanisms mediating the protective effect of vHMM-HA can be different among species. For example, there are considerable differences in the genes regulated by p53 between human and mouse^37^. Not surprisingly, amino acid sequences of p53 are different among human, mouse, and NMR^38^, although no functional differences have been reported between NMR and the two other species. Another important limitation of our study is that we only focused on the distinctive cytoprotective effect of vHMM-HA. Other functions may be also different between vHMM-HA and shorter HMM-HA. In addition, while CD44-p53 signals play a critical role in the cytoprotective effect of vHMM-HA, other HA-binding proteins, such as versican^39^, as well as other aspects of CD44, such as formation of molecular complexes^40^ and picket fence^41^, may be involved in the cytoprotective effect or other function of vHMM-HA. Although these issues are beyond the scope of this study, our proteomic and transcriptomic data might be useful resources for addressing these questions.

In the current study, we mostly used naturally produced HAs that have considerable polydispersities, and thus there could be functional heterogeneity even within vHMM-HA and HMM-HA. However, based on the results of our experiments using gel-extracted vHMM-HA and 1 MDa Select-HA^TM^, we can conclude that vHMM-HA larger than 6.1 MDa has superior protective effect compared to 1 MDa HA or MSF-HA that consists of HMM-HA smaller than 6.1 MDa. The conclusion that NSF-HA has superior cytoprotective effect compared to MSF-HA is also valid. These conclusions suggest the contribution of vHMM-HA to the NMR stress resistance and longevity.

Although vHMM-HA partially attenuates the activity of tumor-suppressor p53, the NMR is nevertheless extremely resistant to carcinogenesis. One explanation is that the vHMM-HA-induced partial attenuation of p53 may not necessarily compromise its tumor suppressor activity. Indeed, as a whole, p53 target genes respond very similarly to oxidative stress in PBS- and HA-incubated cells. Differential transcriptional modulation of a subset of p53 target genes by cNSF-HA and fNSF-HA could be a consequence of altered expression of genes encoding regulators and interactors of p53 that are regulated by CD44-regulated transcription factors and CD44-ICD.

Our observation that at physiological levels vHMM-HA better protects human cells from stress than the shorter HMM-HA has significant clinical implications considering the broad medical applications of HA^42^. Manufacturing higher molecular mass HA might lead to the improvement of HA-based medical products.

## Methods

### Cell culture

NSF and MSF were isolated in our lab^43^ from the skin of young adult NMRs and C57BL/6J mice, respectively. Skin fibroblasts were isolated from skin samples collected from euthanized animals by mincing and digesting them with 0.14 Wunch units/ml Liberase TM (Roche Diagnostics) in DMEM/F12 at 37 °C for 60 min. All animals were maintained in accordance with the regulations designated and approved by the University of Rochester Committee on Animal Resources (UCAR), which adheres to FDA and NIH animal care guidelines and reviews all animal protocols prior to approval. IMR90 human lung fibroblasts were from the Coriell Institute for Medical Research. HEK293T cells were from ATCC. NSF, MSF, and IMR90 cells were cultured in EMEM supplemented with 15% FBS. NSF were cultured at 32 °C, 4.8% CO_2_, 2.8% O_2_. MSF and IMR90 cells were cultured at 37 °C, 5% CO_2_, 4% O_2_. The passage numbers of NSF, MSF, and IMR90 cells were less than 20, 5, and 40, respectively. In IMR90 cells, the sequence of all p53 exons was checked using our RNA-Seq data and was found to have no mutation. Cell counting was done using gridded culture dishes.

### Apoptosis assay

Apoptotic cells were quantified using Annexin-V Apoptosis Detection Kit (eBioscience) following the manufacturer’s instructions. After staining, cells were analyzed with LSR-II flow cytometer (BD Biosciences).

### HA preparation

For HA purification, conditioned media were first mixed with proteinase K solution (final concentrations of 1 mM Tris-Cl pH 8.0, 2.5 mM EDTA, 10 mM NaCl, 0.05% SDS, 1 mg/ml proteinase K) and incubated at 55 °C for 4 h. Following protein digestion, media were extracted with saturated phenol-chloroform-isoamyl alcohol (Sigma). HA was precipitated with ethanol and centrifugation (4,000 × *g* for 45 min). HA pellet was dissolved in PBS and then extracted with 1/100 volume of Triton-X114^44^. After Triton-X114 extraction, HA was precipitated again with ethanol. Finally, HA pellet was washed with 70% ethanol and dissolved in PBS. For gel extraction of vHMM-HA, NSF-HA was run on 0.7% low-melting agarose (Agarose-LM plaque; Nacalai Tesque) in TBE buffer. Marker lane was cut off from the gel and stained as described below. NSF-HA-containing gel above 6.1 MDa marker band was cut off and vHMM-HA was recovered from the gel using thermostable agarase (Nippon gene) following manufacturer’s instructions. Recovered vHMM-HA was then extracted with PCI and Triton-X114 and precipitated with ethanol as described above. Concentration of HA was measured by the carbazole assay^45^. *Streptomyces* HAase (Sigma) was used for the degradation of HA in the conditioned media and for the partial fragmentation of HA. HA was partially fragmented by incubating with 0.5 U/ml of HAase at 37 °C for 60 min, followed by heat inactivation at 95 °C for 10 min. Select-HA^TM^ was from Echelon Biosciences. For the blockage of HA/CD44 interactions, a CD44 neutralizing antibody (Clone 2C5; R&D) was added to the culture media at a concentration of 10 ng/ml.

### RNA extraction, reverse transcription, and real-time qPCR

Total RNA was extracted with RNAiso Plus (Takara) and reverse transcribed into cDNA with random hexamers using PrimeScript reagent kit (Takara). Real-time qPCR was performed using TB Green^TM^ Premix Ex Taq II^TM^ (Takara) with Step ONE Plus Real time PCR system (Life Technologies). The primers used in this study are as follows: *ACTB* forward, AGATCAAGATCATTGCTCCTCCTG; *ACTB* reverse GCCGGACTCGTCATACTCCT; *CD44* forward, TGGTGAACAAGGAGTCGTCA; *CD44* reverse, ACACCCCAATCTTCATGTCC; *PRRX2* forward, AGGTGCCTACGGTGAACTGA; *PRRX2* reverse, CTGCCCCCTTTTCTATTGCT; *PYCARD* forward, TGACGGATGAGCAGTACCAG; *PYCARD* reverse, CAGGCTGGTGTGAAACTGAA; *RHAMM* forward, AGCAAGAAGGCATGGAGATG; *RHAMM* reverse, CCCTCCAGTTGGGCTATTTT; *RRM2B* forward, GCCAGGACTCACTTTTTCCA; *RRM2B* reverse, TCCCTGACCCTTTCTTCTGA.

### Pulse-field gel electrophoresis

Purified HA was mixed with sucrose solution (final concentration of 333 mM) and loaded to a 0.4% SeaKem Gold agarose gel (Lonza). HA-Ladders (Hyalose) were run alongside the samples. Samples were run 12 h at 4 °C at 75 V with a 1–10 running ratio in TBE buffer using CHEF-DRII system (Bio-Rad). After the run, the gel was stained with 0.005% (w/v) Stains-All (Santa Cruz) in 50% ethanol overnight. Then the gel was washed twice with 10% ethanol, exposed to light to decrease background, and photographed with ChemiDoc Imaging System (Bio-Rad).

### Immunofluorescence staining

Cells were washed with PBS and fixed with 4% formaldehyde at RT for 15 min. After fixation, cells were washed with 3% BSA/PBS and permeabilized with 0.5% Triton X-100/PBS at RT for 20 min. Next, cells were washed with 3% BSA/PBS and blocked in blocking buffer (10% FBS and 1% BSA in PBS) at RT for 1 h. Then cells were incubated with γH2AX (JBW301; Millipore; 1:500) and 53BP1 (ab172580; Abcam; 1:500) antibodies in the blocking buffer at 4 °C for overnight and washed with PBST. Finally, cells were incubated with goat anti-mouse IgG Alexa Fluor 488 and goat anti-rabbit IgG Alexa Fluor 568 (Thermo Fisher Scientific; 1:1000) in the blocking buffer at RT for 1 h, washed with PBST, and mounted in Vectashield containing DAPI (Vector Laboratories). Images were acquired using a Leica SP5 confocal microscope.

### Establishment of CD44-overexpressing IMR90 cells

CD44- and CD44-FLAG-overexpressing IMR90 cells were established by viral transduction and 1 μg/ml puromycin selection. CD44-FLAG-overexpressing IMR90 cells were further transduced with retroviral vector carrying CD44-YFP and were selected by FACS (Sony SH800). Retroviral supernatant was prepared by co-transfecting HEK293T cells with VSV-G, pUMVC, and pBabe-puro vector. Empty and CD44s expression pBabe vectors were from Addgene (#1764 and #19127). CD44s was cloned into pcDNA3.1-ZNF598-TEV-3xFLAG (#105690, Addgene) and pcDNA3-YFP (#13033, Addgene) to generate CD44-FLAG (C-terminus) and CD44-YFP (C-terminus), respectively. CD44-FLAG and CD44-YFP were then cloned back into pBabe vector for virus production.

### Immunoprecipitation

Cells were incubated with 20 μg/ml cNSF-HA, fNSF-HA, or equivalent volume of PBS for 6 h, and then the media were removed and cells were cross-linked in PBS containing 500 μM DSP and 500 μM DTME (Thermo Fisher Scientific) for 30 min at RT. Cross-linking was quenched by incubation with PBS containing 20 mM Tris-Cl (pH 7.4) and 5 mM L-Cysteine (Sigma). Cells were harvested in RIPA buffer (50 mM Tris pH 7.4, 150 mM NaCl, 1% NP-40, 0.5% deoxycholic acid, 0.1% SDS) supplemented with complete protease inhibitor cocktail (Sigma). After cell lysis, the buffer was exchanged with 0.05% TBST using Vivaspin column (MWCO = 10 kDa) (GE Healthcare). Immunoprecipitation was done from 200 μg of lysates with 6 μg of anti-CD44 antibodies (3 μg of Abcam anti-CD44 antibody (Cat. ab157107) and 3 μg of Proteintech anti-CD44 antibody (Cat. 15675-1-AP)), normal rabbit IgG (Cell Signaling Technology), anti-FLAG antibody (M2; sigma), or normal mouse IgG (CST) using Dynabeads Protein G magnetic beads (Thermo Fisher Scientific). Antibodies were cross-linked to the beads with DMP (Thermo Fisher Scientific) prior to the immunoprecipitation. Immunoprecipitants were eluted by incubating with RIPA buffer supplemented with 50 mM DTT for 20 min at 70 °C.

### Mass spectrometry

CD44-immunoprecipitants were trypsin-digested and purified using S-Trap column (Protifi). Peptides were sent to the Mass Spectrometry Resource Lab of the University of Rochester for 10-plex TMT labeling and mass spectrometry. Samples were resolved by nanoelectrospray ionization on an Orbitrap Fusion Lumos MS instrument. Peptide assignments were made using Proteome Discoverer and Sequest and MS3 ions were used for quantifying protein abundances.

### Transcriptome analysis

RNA was extracted using Trizol (Invitrogen). RNA samples were sent to the Genomics Research Center of the University of Rochester for RNA-Seq. The TruSeq RNA Sample Preparation Kit V2 (Illumina) was used for library construction. The libraries were hybridized to the Illumina single end flow cell and amplified using the cBot (Illumina) at a concentration of 8 pM per lane. Single end reads of 100 nt were generated for each sample. The sequencing was performed using the Illumina high-throughput HiSeqTM 2500. Normalization and differential expression analysis were carried out using DESeq2^46^. Ontology and pathway analyses were performed using Enrichr program^26^. TFBS enrichment analysis was done using oPOSSUM program^27^. The parameters used in the oPOSSUM were as follows: conservation cut-off = 0.4, matrix score threshold = 85%, analyzed sequences = 2 kb upstream of transcription start sites, Z-score cut-off = 10, Fisher score cut-off = 7.

### Intracellular ROS quantification

Intracellular ROS levels were quantified using the fluorescent probe H_2_DCFDA. Cells were pre-incubated for 6 h with 20 μg/ml of NSF-HA or equivalent volume of PBS, then with 5 μM H_2_DCFDA in HBSS for 30 min, and then exposed to 200 μM tBHP for 1 h, and washed with HBSS. DCF fluorescence was measured with excitation at Ex485/Em530 nm and was normalized to cell number.

### Western blot

Whole cell lysates were prepared by lysing cells in lysis buffer (20 mM Tris pH 7.5, 250 mM NaCl, 1% N-lauryl sarcosine, 10 mM NaF, 2 mM sodium orthovanadate, 1 mM β-glycerophosphate) supplemented with cOmplete protease inhibitor cocktail (Sigma). Nuclear and cytoplasmic lysates were prepared using the Nuclear Extract Kit (abcam, ab113474). Lysates and immunoprecipitates were denatured at 95 °C (70 °C for CD44 detection) for 10 min in laemmli buffer. Proteins were separated by SDS-PAGE, transferred onto nitrocellulose membranes, blocked with 5% BSA or 5% milk in TBST for 1 h, and probed with the following primary antibodies: anti-β-actin (sc-47778; Santa Cruz), anti-CD44 (ab157107; abcam), anti-FLAG (M2; sigma), anti-GFP (for YFP detection) (ab6556; abcam), anti-H3 (#9715; CST), anti-p53 (human) (10442-1-AP; Proteintech), anti-p53 (mouse) (ab26; Abcam), anti-phospho-p53 (Ser-9) (#9288; CST), anti-phospho-p53 (Ser-15) (#9286; CST), anti-phospho-p53 (Ser-46) (#2521; CST), and anti-phospho-p53 (Thr-81) (#2676; CST). All primary antibodies were diluted to 1 µg/ml. After washing with TBST, membranes were incubated with secondary antibodies (Sigma) (1:1000) for 1 h at room temperature (RT), washed again with TBST, and visualized with enhanced chemiluminescence reagents. Uncropped gel images are provided in Supplementary Fig. 10.

### RNAi

RNAi was performed by the transfection of siRNAs using RNAiMAX transfection reagent (Thermo Fisher Scientific). The final concentration of siRNA was 50 nM. The sequences of the siRNA oligos were as follows. si-Luciferase: CGUACGCGGAAUACUUCGAtt. si-CD44: GAACGAAUCCUGAAGACAUCUtt^47^. si-RHAMM: GCUAGAUAUUGCCCAGUUAtt^48^. si-p53: AAGACUCCAGUGGUAAUCUACtt^35^.

### Statistics and reproducibility

Error bars are presented as mean ± SD values. Two-tailed Student’s *t*-test and one-way ANOVA with post-hoc Dunnett’s two-tailed test were used to assess statistical significance, unless otherwise indicated. Exact *p* values are provided in the Source Data file. All replicates are biological.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Supplementary Data1

Reporting Summary

## Data Availability

Source Data underlying Figs. 1a, b, d, e, 2b, c, e, f, i, 4b–d, f, g and Supplementary Figs. 1A–C, 2A–H, 3B–E, G–I, 4A, B, 5A–C, 6B, 7E, G, 8A–F, 9B are provided as a Source Data file. RNA-Seq data have been deposited in the Gene Expression Omnibus (GEO) database under the accession number GSE116759 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE116759]. Mass spectrometry data have been deposited in the ProteomeXchange with identifier PXD013445 [https://www.ebi.ac.uk/pride/archive/projects/PXD013445].

## source data

Source Data

## References

[1] Edrey YH, Hanes M, Pinto M, Mele J, Buffenstein R (2011). Successful aging and sustained good health in the naked mole rat: a long-lived mammalian model for biogerontology and biomedical research. ILAR J..

[2] Ruby, J. G., Smith, M. & Buffenstein, R. Naked mole-rat mortality rates defy gompertzian laws by not increasing with age. Elife **7**, e31157 (2018).10.7554/eLife.31157PMC578361029364116

[3] O’Connor TP, Lee A, Jarvis JU, Buffenstein R (2002). Prolonged longevity in naked mole-rats: age-related changes in metabolism, body composition and gastrointestinal function. Comparative Biochemistry and Physiology. Part A, Mol. Integr. Physiol..

[4] Buffenstein R (2008). Negligible senescence in the longest living rodent, the naked mole-rat: insights from a successfully aging species. J. Comp. Physiol. B.

[5] Andziak B (2006). High oxidative damage levels in the longest-living rodent, the naked mole-rat. Aging Cell.

[6] De Waal EM (2013). Elevated protein carbonylation and oxidative stress do not affect protein structure and function in the long-living naked-mole rat: a proteomic approach. Biochem. Biophys. Res. Commun..

[7] Perez VI (2009). Protein stability and resistance to oxidative stress are determinants of longevity in the longest-living rodent, the naked mole-rat. Proc. Natl Acad. Sci. USA.

[8] Rodriguez KA, Edrey YH, Osmulski P, Gaczynska M, Buffenstein R (2012). Altered composition of liver proteasome assemblies contributes to enhanced proteasome activity in the exceptionally long-lived naked mole-rat. PLoS ONE.

[9] Zhao S (2014). High autophagy in the naked mole rat may play a significant role in maintaining good health. Cell Physiol. Biochem.

[10] Zhao Y (2018). Naked mole rats can undergo developmental, oncogene-induced and DNA damage-induced cellular senescence. Proc. Natl Acad. Sci. USA.

[11] Tian X (2015). INK4 locus of the tumor-resistant rodent, the naked mole rat, expresses a functional p15/p16 hybrid isoform. Proc. Natl Acad. Sci. USA.

[12] Miyawaki S (2016). Tumour resistance in induced pluripotent stem cells derived from naked mole-rats. Nat. Commun..

[13] Seluanov A (2009). Hypersensitivity to contact inhibition provides a clue to cancer resistance of naked mole-rat. Proc. Natl Acad. Sci. USA.

[14] Tian X (2013). High-molecular-mass hyaluronan mediates the cancer resistance of the naked mole rat. Nature.

[15] Bohaumilitzky L (2017). A Trickster in Disguise: Hyaluronan’s Ambivalent Roles in the Matrix. Front Oncol..

[16] Cyphert JM, Trempus CS, Garantziotis S (2015). Size matters: molecular weight specificity of hyaluronan effects in cell biology. Int J. Cell Biol..

[17] Cowman MK, Lee HG, Schwertfeger KL, McCarthy JB, Turley EA (2015). The content and size of hyaluronan in biological fluids and tissues. Front. Immunol..

[18] Yang C (2012). The high and low molecular weight forms of hyaluronan have distinct effects on CD44 clustering. J. Biol. Chem..

[19] Jiang D, Liang J, Noble PW (2011). Hyaluronan as an immune regulator in human diseases. Physiol. Rev..

[20] Pauloin T, Dutot M, Warnet JM, Rat P (2008). In vitro modulation of preservative toxicity: high molecular weight hyaluronan decreases apoptosis and oxidative stress induced by benzalkonium chloride. Eur. J. Pharm. Sci..

[21] Ye J (2012). Cytoprotective effect of hyaluronic acid and hydroxypropyl methylcellulose against DNA damage induced by thimerosal in Chang conjunctival cells. Graefes Arch. Clin. Exp. Ophthalmol..

[22] Onodera Y, Teramura T, Takehara T, Fukuda K (2015). Hyaluronic acid regulates a key redox control factor Nrf2 via phosphorylation of Akt in bovine articular chondrocytes. FEBS Open Bio.

[23] Wu W (2017). The protective role of hyaluronic acid in Cr(VI)-induced oxidative damage in corneal epithelial cells. J. Ophthalmol..

[24] Laurent UB, Tengblad A (1980). Determination of hyaluronate in biological samples by a specific radioassay technique. Anal. Biochem..

[25] Rouillard, A. D. et al. The harmonizome: a collection of processed datasets gathered to serve and mine knowledge about genes and proteins. Database (Oxford) 2016 (2016).10.1093/database/baw100PMC493083427374120

[26] Chen EY (2013). Enrichr: interactive and collaborative HTML5 gene list enrichment analysis tool. BMC Bioinforma..

[27] Ho Sui SJ (2005). oPOSSUM: identification of over-represented transcription factor binding sites in co-expressed genes. Nucleic Acids Res..

[28] Bourguignon LY, Gilad E, Rothman K, Peyrollier K (2005). Hyaluronan-CD44 interaction with IQGAP1 promotes Cdc42 and ERK signaling, leading to actin binding, Elk-1/estrogen receptor transcriptional activation, and ovarian cancer progression. J. Biol. Chem..

[29] Zhang LS, Ma HW, Greyner HJ, Zuo W, Mummert ME (2010). Inhibition of cell proliferation by CD44: Akt is inactivated and EGR-1 is down-regulated. Cell Prolif..

[30] Miletti-Gonzalez KE (2012). Identification of function for CD44 intracytoplasmic domain (CD44-ICD): modulation of matrix metalloproteinase 9 (MMP-9) transcription via novel promoter response element. J. Biol. Chem..

[31] Fischer M (2017). Census and evaluation of p53 target genes. Oncogene.

[32] Lackner DH, Hayashi MT, Cesare AJ, Karlseder J (2014). A genomics approach identifies senescence-specific gene expression regulation. Aging Cell.

[33] Tanaka H (2000). A ribonucleotide reductase gene involved in a p53-dependent cell-cycle checkpoint for DNA damage. Nature.

[34] Ohtsuka T (2004). ASC is a Bax adaptor and regulates the p53-Bax mitochondrial apoptosis pathway. Nat. Cell Biol..

[35] Kerley-Hamilton JS, Pike AM, Li N, DiRenzo J, Spinella MJ (2005). A p53-dominant transcriptional response to cisplatin in testicular germ cell tumor-derived human embryonal carcinoma. Oncogene.

[36] Jacks T (1994). Tumor spectrum analysis in p53-mutant mice. Curr. Biol..

[37] Fischer M (2019). Conservation and divergence of the p53 gene regulatory network between mice and humans. Oncogene.

[38] Keane M (2014). The Naked Mole Rat Genome Resource: facilitating analyses of cancer and longevity-related adaptations. Bioinformatics.

[39] Suwan K (2009). Versican/PG-M assembles hyaluronan into extracellular matrix and inhibits CD44-mediated signaling toward premature senescence in embryonic fibroblasts. J. Biol. Chem..

[40] Kuo HL, Ho PC, Huang SS, Chang NS (2018). Chasing the signaling run by tri-molecular time-lapse FRET microscopy. Cell Death Discov..

[41] Mylvaganam SM, Grinstein S, Freeman SA (2018). Picket-fences in the plasma membrane: functions in immune cells and phagocytosis. Semin Immunopathol..

[42] Huerta-Angeles G, Nesporova K, Ambrozova G, Kubala L, Velebny V (2018). An effective translation: the development of hyaluronan-based medical products from the physicochemical, and preclinical aspects. Front. Bioeng. Biotechnol..

[43] Seluanov, A., Vaidya, A. & Gorbunova, V. Establishing primary adult fibroblast cultures from rodents. *J. Vis. Exp.***44**, 2033 (2010).10.3791/2033PMC318562420972406

[44] Dong Y (2016). Endotoxin free hyaluronan and hyaluronan fragments do not stimulate TNF-alpha, interleukin-12 or upregulate co-stimulatory molecules in dendritic cells or macrophages. Sci. Rep..

[45] Bitter T, Muir HM (1962). A modified uronic acid carbazole reaction. Anal. Biochem..

[46] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[47] Palyi-Krekk Z (2007). Hyaluronan-induced masking of ErbB2 and CD44-enhanced trastuzumab internalisation in trastuzumab resistant breast cancer. Eur. J. Cancer.

[48] Gao CLS, Wang Y, Cha G, Xu X (2019). Effect of receptor for hyaluronan-mediated motility inhibition on radiosensitivity of lung adenocarcinoma A549 cells. Transl. Cancer Res..

# Supplementary material for: Naked mole-rat very-high-molecular-mass hyaluronan exhibits superior cytoprotective properties
**Source:** Nat Commun. 2020 May 12;11:2376. doi: 10.1038/s41467-020-16050-w
**Supplement:** Supplementary file 4 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

No software was used for data collection.

Data analysis

DeSeq2 ver 1.16.1, oPOSSUM 3.0, Enrichr, Image J 1.47v, Proteome Discoverer, Sequest

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Data availability. Source Data are provided as a Source Data file. RNA-Seq data have been deposited in the Gene Expression Omnibus (GEO) database under the accession number GSE116759 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE116759>). Mass spectrometry data have been deposited in the ProteomeXchange with identifier PXD013445 (<https://www.ebi.ac.uk/pride/archive/projects/PXD013445>).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                             |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size was set at >3 since we used student t-test or post-hoc Dunnet test to detect significant difference in most cases. Exact sample size used in this study was determined based on the expense of data collection. |
| Data exclusions | No data were excluded from the analysis.                                                                                                                                                                                    |
| Replication     | All experiments were repeated at least 2 times to confirm the reproducibility of the results.                                                                                                                               |
| Randomization   | Samples were allocated into experimental without any intention.                                                                                                                                                             |
| Blinding        | Investigators were not blinded during the experiments, since this study did not involve human or animal experiment. We only used animals to establish cell lines and did not compare animals.                               |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti- $\beta$ -actin (sc-47778; Santa Cruz), anti-p53 (human) (10442-1-AP; Proteintech), anti-p53 (mouse) (ab26; Abcam), anti-phospho-p53 (Ser-9) (#9288; CST), anti-phospho-p53 (Ser-15) (#9286; CST), anti-phospho-p53 (Ser-46) (#2521; CST), anti-phospho-p53 (Thr-81) (#2676; CST), anti-CD44 (Clone 2C5; R&D), anti-CD44 (ab157107; Abcam), anti-CD44 (15675-1-AP; Proteintech), anti- $\gamma$ H2AX (JBW301; Millipore), anti-53BP1 (ab172580; Abcam), anti-FLAG (M2; sigma), anti-GFP (ab6556; abcam), anti-H3 (#9715; CST), anti-mouse IgG Alexa Fluor 488 (Thermo Fisher Scientific), anti-rabbit IgG Alexa Fluor 568 (Thermo Fisher Scientific)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Validation      | anti- $\beta$ -actin (sc-47778; Santa Cruz) : This antibody is validated for WB by the supplier ( <a href="https://www.scbt.com/p/beta-actin-antibody-c4">https://www.scbt.com/p/beta-actin-antibody-c4</a> ).<br>anti-p53 (human) (10442-1-AP; Proteintech) : This antibody is validated for WB by the supplier ( <a href="https://www.ptglab.com/products/P53-Antibody-10442-1-AP.htm">https://www.ptglab.com/products/P53-Antibody-10442-1-AP.htm</a> ).<br>anti-p53 (mouse) (ab26; Abcam) : This antibody is validated for WB by the supplier ( <a href="https://www.abcam.com/p53-antibody-pab-240-ab26.html">https://www.abcam.com/p53-antibody-pab-240-ab26.html</a> ).<br>anti-phospho-p53 (Ser-9) (#9288; CST) : This antibody is validated for WB by the supplier ( <a href="https://www.cellsignal.com/products/primary-antibodies/phospho-p53-ser9-antibody/9288">https://www.cellsignal.com/products/primary-antibodies/phospho-p53-ser9-antibody/9288</a> ).<br>anti-phospho-p53 (Ser-15) (#9286; CST) : This antibody is validated for WB by the supplier ( <a href="https://www.cellsignal.com/products/primary-antibodies/phospho-p53-ser15-16g8-mouse-mab/9286">https://www.cellsignal.com/products/primary-antibodies/phospho-p53-ser15-16g8-mouse-mab/9286</a> ).<br>anti-phospho-p53 (Ser-46) (#2521; CST) : This antibody is validated for WB by the supplier ( <a href="https://en.cellsignal.jp/products/primary-antibodies/phospho-p53-ser46-antibody/2521">https://en.cellsignal.jp/products/primary-antibodies/phospho-p53-ser46-antibody/2521</a> ).<br>anti-phospho-p53 (Thr-81) (#2676; CST) : This antibody is validated for WB by the supplier ( <a href="https://en.cellsignal.jp/products/primary-antibodies/phospho-p53-thr81-antibody/2676">https://en.cellsignal.jp/products/primary-antibodies/phospho-p53-thr81-antibody/2676</a> ).<br>anti-CD44 (Clone 2C5; R&D) : This antibody is validated for blocking CD44 in our previous work (Nature. 2013 Jul 18;499(7458):346-9. doi: 10.1038/nature12234.).<br>anti-CD44 (ab157107; Abcam) : This antibody is validated for WB and IP by the supplier ( <a href="https://www.abcam.com/cd44-antibody-ab157107.html">https://www.abcam.com/cd44-antibody-ab157107.html</a> ). |

anti-CD44 (15675-1-AP; Proteintech) : This antibody is validated for WB and IP by the supplier (<https://www.ptglab.com/products/CD44-Antibody-15675-1-AP.htm>).

anti-γH2AX (JBW301; Millipore) : This antibody is validated for IF by the supplier ([https://www.merckmillipore.com/JA/product/Anti-phospho-Histone-H2A.X-Ser139-Antibody-clone-JBW301,MM\\_NF-05-636?ReferrerURL=https%3A%2F%2Fwww.google.com%2F%2F](https://www.merckmillipore.com/JA/product/Anti-phospho-Histone-H2A.X-Ser139-Antibody-clone-JBW301,MM_NF-05-636?ReferrerURL=https%3A%2F%2Fwww.google.com%2F%2F)).

anti-53BP1 (ab172580; Abcam) : This antibody is validated for IF by the supplier (<https://www.abcam.com/53bp1-antibody-ab172580.html>).

anti-FLAG (M2; sigma) : This antibody is validated for WB and IP in previous works, such as Oncogene. 2017 Dec 14;36(50):6839-6849. doi: 10.1038/onc.2017.289.

anti-GFP (ab6556; abcam) : This antibody is validated for WB by the supplier (<https://www.abcam.com/gfp-antibody-ab6556.html>).

anti-H3 (#9715; CST) : This antibody is validated for WB by the supplier (<https://en.cellsignal.jp/products/primary-antibodies/histone-h3-antibody/9715>).

anti-mouse IgG Alexa Fluor 488 (Thermo Fisher Scientific) : This antibody is validated for IF by the supplier (<https://www.thermofisher.com/antibody/product/Goat-anti-Mouse-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A32723>).

anti-rabbit IgG Alexa Fluor 568 (Thermo Fisher Scientific) : This antibody is validated for IF by the supplier (<https://www.thermofisher.com/antibody/product/Goat-anti-Mouse-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11031>).

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                                                                                                                                                                                                                                                                                    |
|-------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | Naked-mole-rat skin fibroblasts and mouse skin fibroblasts were isolated in our lab as described previously (Seluanov et al., J Vis Exp, 2010) from the skin of young adult NMRs and C57BL/6J mice, respectively. IMR90 human lung fibroblasts were from the Coriell Institute for Medical Research. HEK293T cells were from ATCC. |
| Authentication                                                    | Cell lines were authenticated based on unique morphology, growth characteristics, and hyaluronan synthesis activity of naked mole-rat, mouse, and human fibroblasts.                                                                                                                                                               |
| Mycoplasma contamination                                          | We confirmed that IMR90 cells were mycoplasma-negative. Test was not performed for cells freshly isolated from animals in our lab.                                                                                                                                                                                                 |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used in the study                                                                                                                                                                                                                                                                        |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                 |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Adult male C57BL/6J mice and adult Naked mole-rats were used in this study                                                                                                                                                                                      |
| Wild animals            | This study did not involve wild animals.                                                                                                                                                                                                                        |
| Field-collected samples | This study did not involve samples collected from the field.                                                                                                                                                                                                    |
| Ethics oversight        | Animals were maintained in accordance with the regulations designated and approved by the University of Rochester Committee on Animal Resources (UCAR), which adheres to FDA and NIH animal care guidelines and reviews all animal protocols prior to approval. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

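Expression was measured in IMR90 cells in 6 groups: PBS, cNSF-HA and fNSF-HA, each without and with tBHP, with 3 replicates per group. The groups were taken from the labels of the libraries, and the replicate numbers were not treated as pairs. By these labels, no library without tBHP was collected as late as those with tBHP. The authors made libraries with the TruSeq RNA V2 kit, sequenced single-end reads of 100 nt and normalized the counts with DESeq2. The aligner, the counting tool, the genome build and the annotation were not found in the article text and the supplements used here. For each gene, the deposited signal is the number of reads divided by the size factor of the library, which the whole multiples in every library show. The table also holds a p-value and a q-value of the authors per gene and the rank of the p-value. The comparison behind the deposited p-values is not named, and they were used only for a count: 8526 genes had a deposited q-value under 0.05.

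The table held 56269 genes, of which 31441 had a read in any library. Log2 values were taken after a pseudocount of 1, and the 13686 genes with a mean deposited value of at least 10 over the 18 libraries were tested with limma 3.58.1 in R 4.3.3 (linear models with a mean-variance trend, 1 coefficient per group, two-sided, Benjamini-Hochberg adjustment, threshold 0.05). The 9 comparisons were those between the HA groups and PBS with and without tBHP and the tBHP response in each pre-incubation, and differences between responses were tested as interactions. The reads were also recovered from the deposited values and tested with DESeq2 1.42.0 and edgeR 4.0.16 (quasi-likelihood test). The smallest library held 20261103 reads and the largest 26287660. Across the 18 replicate pairs, the chi-square statistic per degree of freedom between the counts of a pair ranged from 1.48 to 71.2. Without tBHP it ranged from 1.48 to 2.69, so the sampling of reads and the spread between replicates both set the precision. After tBHP it ranged from 2.86 to 71.2, so the spread between replicates set the precision more than the sampling of reads did.

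If fewer than 100 genes passed, the 745 genes with the smallest p-value were to stand for the HA polymer length-dependent genes. The named genes are those the paper names in its transcriptome results, of which 1 is not reported here, and for the tBHP response the p53 targets with the largest changes and the genes with the largest changes among those past the threshold with a mean deposited value of at least 100 and no overlap between the groups. Lists of p53, NRF2 and HIF1 targets, of NF-kB and endotoxin response genes, of G2/M cell cycle genes and of immediate early genes were written by hand from common knowledge. They were tested with camera (preset correlation between genes 0.01) and fry, and the transcripts of the proteins co-immunoprecipitated with CD44, as the paper lists them, were tested in the same way. Groups with no difference were simulated, and HA labels were permuted, in 100 draws each. The simulated libraries had no tBHP response, the same spread before and after tBHP, and no correlation between genes.

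The alternatives were other pseudocounts (0.1 and 5), no filter and a minimum mean of 50, rescaling to the same median log2 ratio, quantile normalization, a block for the replicate number, edgeR, DESeq2, only the compared groups, and each library left out in turn. A trend of each library with transcript GC content and length (natural splines with 5 degrees of freedom, GENCODE release 29, 12528 of the genes tested, or 91.5%) was removed as an alternative chosen after seeing the data, as were the further settings of the fit of only the 6 HA libraries without tBHP and the group test of the difference between responses.

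On simulated data with 200 changed genes (log2 change of 1), limma called 97.5% of them with 6.25% false calls, edgeR 97.5% with 4.88% and DESeq2 97.5% with 11.8%. In an unchanged comparison limma called 0 genes. With a simulated GC trend, removing it raised the called share of changed genes from 66.5% to 97.4%. The simulated slopes were drawn at random for each library, and the simulated dispersion was the same in all groups. In the data the trend differed between the HA groups in most libraries, and the spread was larger after tBHP. The shares on simulated data therefore need not hold for these libraries. The curated p53 targets, GO terms, transcription factor binding sites, irradiation data, CD44 overexpression and RT-qPCR were not analysed here. The CD44-ICD motif in promoters was planned and not run, since no genome sequence was used here.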

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

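The removal of the GC and length trend was chosen only after results of the comparisons between HA groups were seen, and the library size tests in this part were not.

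The library of fNSF-HA replicate 1 after tBHP held 26287660 reads, far from the other 8 libraries with tBHP, of which the nearest held 22820095 (gap over range 0.575, past the 95% critical value of Dixon's test). Of 11 measures over groups of 9 libraries, 1 passed this limit, and chance alone gives about 5% of groups. When every library was thinned to the smallest total, the deviation of this library from its group correlated at 0.946 across genes with that before thinning. The deposited values were already divided by size factors, so thinning could lower this correlation little. No conclusion on the read total is drawn from it. No biological explanation was tested for a read total.

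After tBHP in PBS cells, 3 of the 5 lists other than the p53 targets moved as groups, a signal in genes outside those the paper discusses. All 12 NRF2 targets rose, with a median log2 change of 1.61 (camera's adjusted p = 5.84e-11 and fry's adjusted p = 7.39e-14 over 35 list tests; 1 of the 10 splits of the 6 libraries in an exact permutation, the real one). All 15 G2/M genes fell, with a median of -0.87 (camera's adjusted p = 1.71e-09, fry's adjusted p = 9.12e-10; 1 of the 10 splits in an exact permutation). All 11 immediate early genes tested rose, with a median of 0.76 (camera's adjusted p = 0.000165, fry's adjusted p = 9.99e-06; 2 of the 10 splits in an exact permutation). With 10 splits, no share under 0.1 can be reached.

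Library size is argued against for the 3 lists: after thinning, the medians were 1.60, -0.86 and 0.757. With the trend over all 18 libraries with transcript GC and length removed, the NRF2 median was 1.52 and the G2/M median -0.74, so that this trend does not account for either. The tBHP exposure, which the design names, may explain both changes, as a hypothesis found and tested on the same libraries. The exposure came together with a later collection and a change of medium, which cannot be told apart from it here. For the immediate early genes the median was 0.42 with this trend removed. It was 0.71 when the trend was removed within the libraries with and without tBHP separately, which leaves any trend between these libraries in place (camera's adjusted p = 7.43e-05). A part of their change cannot be told apart from a trend between the libraries with and without tBHP, since the median stayed positive but lost much of its size.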

How the results depend on the processing

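The alternatives with the GC and length trend removed, the further settings of the fit of only the 6 HA libraries before tBHP, the other settings of the DESeq2 count, the group difference in p53 response and the alternatives for all co-immunoprecipitated proteins were chosen only after the result was seen.

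Of 70 results, 26 answer a comparison. Of these, 7 kept their direction and their side of the threshold, or stayed within 1.5 times their count, under every alternative run: the 3 tBHP responses, the interaction (0 genes, while the count at an unadjusted p under 0.05 went from 533 to 248 without fNSF-HA replicate 2 and 3565 without fNSF-HA replicate 3 after tBHP), the p53 targets between cNSF-HA and PBS after tBHP, their tBHP response in PBS cells, and the comparison of their responses. So did 21 other results, and in all 900 of 1090 alternative values stayed the same. The comparison of p53 responses is a count of 0 targets, which cannot fall, so its stability says little. Over fits that each left out 1 library, the group test of the same difference gave a camera p from 0.0187 to 0.389. For the changes below, the cause was not tested. Fits of only the compared groups use the spread of those groups alone, which was larger after tBHP than before.

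For cNSF-HA against fNSF-HA after tBHP (0 genes, 4412 with an unadjusted p under 0.05), a pseudocount of 0.1 gave 1 gene (with a clone-based name), DESeq2 778, and removing the GC and length trend 2 (DKK1 and STAMBPL1), with and without the replicate block. For cNSF-HA against PBS after tBHP (0, 1183 unadjusted), DESeq2 gave 6 genes (PNPT1, PAK1IP1, ESD, DNAJB11, UQCRB and CTD-2192J16.15) and the trend removed 4, with and without the block (PNPT1, HAT1, SUB1 and RPL18AP3). For fNSF-HA against PBS after tBHP (19), the counts were 3 without a filter (PNPT1, LUM and HAT1), 61 with the block, 36 with edgeR, 455 with DESeq2, 0 with only the compared groups (689 with an unadjusted p under 0.05), and 65 with the block and the trend removed. Before tBHP, cNSF-HA against fNSF-HA gave 980 genes with only the compared groups, cNSF-HA against PBS 4 without a filter (RP11-27M24.1, CTB-5E10.3, MIR3145 and KB-431C1.5), and fNSF-HA against PBS 5 without a filter (the same 4 and RP11-203M5.8), 1 with DESeq2 (BEST1) and 21 with only the compared groups. The count of DESeq2 was 0 with only the 9 libraries with tBHP (1670 with an unadjusted p under 0.05), 0 with only the compared groups (1085) and 212 with the trend removed. The 980 genes of the 6-library fit became 1525 with the block, 347 with DESeq2, 81 with the trend removed and 259 with both.

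For the 745 genes, the rho of opposite regulation after tBHP was -0.16 with the trend removed in the same genes. Before tBHP it was -0.22 with the block, 0.18 with the trend removed, 0.12 with the block as well and 0.31 in the same genes. The same-direction share was 85.4% without a filter, 92.8% with the genes of DESeq2, 74.9% with the trend removed, 76.9% with the block as well and 60.5% in the same genes. The share with an unadjusted p under 0.05 before tBHP was 4.56% with the block and the trend removed, 4.01% with the trend removed in the same genes and 34.0% with the pooled two-sample test; for the other genes it was 2.97% without a filter, 2.27% with the trend removed, 2.52% with the block as well, 2.21% with the same genes and 15.3% with the pooled test. The rho of the tBHP response with the cNSF-HA effect was 0.24 without a filter, -0.11 with the trend removed, -0.087 with the block as well, 0.10 in the same genes, 0.52 with the effect before tBHP, and 0.54 and 0.13 without shared PBS libraries.

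For the p53 targets between cNSF-HA and fNSF-HA after tBHP, the trend removed gave a camera p of 0.00524, the block as well 0.00429, and fry 0.00163. For their difference in response these were 0.00187, 0.00135 and 0.033. For cNSF-HA against fNSF-HA after tBHP, the NRF2 targets reversed with the trend removed (0.0102, and 0.00847 with the block) and by fry (0.952), the G2/M genes reversed with the trend removed (0.000173, and 0.000258 with the block) and the immediate early genes gave 0.984. Of the 35 tests of the other lists, 14 passed with the trend removed, and 14 with the block as well, against 4. Singly tabulated are 11 of the 35, a choice made after the values were seen; over the 35 tests and their settings, 44 of 385 values reversed, 31 passed the threshold newly and 18 no longer passed. The CD44 co-immunoprecipitated set before tBHP had a fry p of 0.074. Under the trend removal, with and without the block, the log2 difference of CD44 became 0.0094, HIF1A 0.021, ELK1 -0.081 and GABPA 0.03, and before tBHP RRM2B 0.0084 and PRRX2 -0.059. Of the shares of opposite signs and the rho between p53 responses, 24 values moved, 13 values of single genes passed newly, and 2 values of all co-immunoprecipitated proteins no longer passed.

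Across fits that each left out 1 library, the genes between cNSF-HA and fNSF-HA after tBHP ranged from 0 to 5586 (without fNSF-HA replicate 3), cNSF-HA against PBS from 0 to 1, fNSF-HA against PBS from 0 to 4024 (without fNSF-HA replicate 3) and before tBHP from 0 to 2, the DESeq2 count from 0 (without fNSF-HA replicate 2) to 5425 (without fNSF-HA replicate 3), and the 6-library fit from 228 (without fNSF-HA replicate 2) to 924. The rho of opposite regulation ranged from -0.58 to -0.15 (without PBS replicate 2), before tBHP from -0.19 to 0.093 (without PBS replicate 1), the same-direction share from 83.1% (without fNSF-HA replicate 2 after tBHP) to 89.8%, the share under 0.05 from 0.805% to 7.38% (without fNSF-HA replicate 2 after tBHP) and of other genes from 0.951% to 3.15%, and the rho with the tBHP response from 0.096 (without PBS replicate 2 after tBHP) to 0.35. The camera p of the p53 difference in response ranged from 0.0187 to 0.389, of the NRF2 targets from 0.48 to 0.989, of the G2/M genes from 0.364 to 0.921, and of the co-immunoprecipitated set from 0.389 to 0.895 after and 0.00188 to 0.199 before tBHP. For the p53 targets after tBHP, the camera p ranged from 0.0528 to 0.504 between cNSF-HA and fNSF-HA. For cNSF-HA against PBS it ranged from 0.0524 to 0.924. The log2 difference of ELK1 ranged from -0.0062 to 0.22.

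With the replicate block, 65 results stayed the same and 4 moved. The replicate numbers were checked as pairs: of 45 correlations between libraries of the same number, 7 were over 0.1 (median 0.034, range -0.12 to 0.33), so the libraries were not treated as paired. The CD44-ICD motif alternatives were not run. At 20261103 reads or more per library, the reads did not limit these counts as much as the spread between replicates after tBHP.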

Differences from the paper's values

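No test in this part was chosen only after the result was seen.

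The paper reports 745 genes that differ between cNSF-HA and fNSF-HA pre-incubated cells after tBHP, against 0 genes here with limma (4412 with an unadjusted p-value under 0.05). Of the alternatives set before the data were examined, DESeq2 on the recovered reads, the tool named in the paper's methods, gave 778 genes, within 1.5 times the paper's count. The other alternatives did not close the gap: they gave 0 genes, apart from 1 with a pseudocount of 0.1 and 5586 without fNSF-HA replicate 3 after tBHP.

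For the genes with an unadjusted p-value under 0.05 between cNSF-HA and fNSF-HA cells before tBHP, the paper shows about 31% of the HA polymer length-dependent genes in Fig. 3f, read by eye, against 1.74% here, and about 7% of the other genes in Fig. 3f, read by eye, against 1.49% here. Of the alternatives set before the data were examined, the pooled-variance two-sample test closed the first gap (34.0%) and not the second (15.3%), and no other alternative closed either.

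The paper treats RRM2B, PRRX2 and PYCARD as HA polymer length-dependent p53 targets. After tBHP, limma gave each an adjusted p of 0.0981, and DESeq2 on the recovered reads called the 3 genes, with an adjusted p of 0.039 for RRM2B, 0.0471 for PRRX2 and 0.0338 for PYCARD. The paper's RT-qPCR of these genes was done in non-stressed cells. Without tBHP, the log2 differences here were -0.079 for RRM2B, 0.13 for PRRX2 and 0.21 for PYCARD. Limma, with the spread of all 18 libraries, gave them unadjusted p-values of 0.572, 0.55 and 0.293.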

Other observations

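These tests were chosen only after the result was seen: those of GC content for the cNSF-HA against fNSF-HA difference after tBHP, for the DESeq2 calls, for the tBHP response against the cNSF-HA effect and for the p53 targets, that of a few abundant genes, both tests of fNSF-HA replicate 2, the splits for all co-immunoprecipitated proteins, and the permuted HA labels for the values of the 745 genes and for the difference in p53 response. Both tests of the fit of only the 6 HA libraries before tBHP were chosen once its 980 genes were known, and what they would show was written down before they were run.

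Transcript GC content and length explained 60.1% of the variance across genes of the difference between cNSF-HA and fNSF-HA cells after tBHP. Library size is argued against, since the 745 genes kept 99.8% of the median size of the difference after thinning, and so is a shift caused by a few abundant genes, since the share of the 10 most abundant genes in the 6 libraries allows a log2 shift of all other genes of at most 0.017, against a median size of the difference of 0.46 in the 745 genes. A trend with GC content, from library preparation or RNA quality, may therefore account for much of this difference. A response to HA that itself follows GC content was not tested. With the trend removed, DESeq2 called 212 genes in place of 778, which cannot be told apart from the spread over fits that left out 1 library, from 0 genes without fNSF-HA replicate 2 to 5425 without fNSF-HA replicate 3. Limma then called DKK1 (log2 difference 0.32, adjusted p = 0.00408) and STAMBPL1 (0.49, adjusted p = 0.0354), which were singled out after their values were seen.

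Other splits of the same 6 libraries were counted for each comparison, the real split included, and with 10 splits no share under 0.1 can be reached. As many genes past limma's threshold were found in 10 of the 10 splits for cNSF-HA against fNSF-HA after tBHP (3 by the count at an unadjusted p under 0.05; another split gave 2549 genes past the threshold), in 10 of 10 for cNSF-HA against PBS after tBHP (5 by the unadjusted count) and in 2 of 10 for fNSF-HA against PBS after tBHP (4 by the unadjusted count). Before tBHP, where 0 genes passed in each of the 3 comparisons, any split gives as many (10 of 10). By the count at an unadjusted p under 0.05, 1 of 10 splits gave as many for cNSF-HA against fNSF-HA (206 genes), 2 for cNSF-HA against PBS (126) and 1 for fNSF-HA against PBS (109). The tBHP responses in PBS, cNSF-HA and fNSF-HA cells were each reached by 1 of 10 splits, the real one. For the interaction of HA length and tBHP, with 0 genes past the threshold, 100 of 100 splits gave as many, and 49 gave as many genes with an unadjusted p under 0.05 (533). For the 778 genes of DESeq2, 3 of the 10 splits gave as many.

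With the trend removed, fNSF-HA replicate 3 after tBHP lay closer to another group than to its own: its mean correlation across genes was -0.16 with the other fNSF-HA libraries and -0.0087 with the cNSF-HA libraries, a difference of 0.153, while deviations with no relation would average -0.125. It was the 1 library with tBHP for which such a difference was over 0.1. A mislabelled sample is a candidate explanation, from 1 library and on the same data, and the labels were kept as given.

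In fNSF-HA replicate 2 after tBHP, the slope of the tBHP response on that of the other libraries was 0.61, where the other 8 libraries ranged upward from 0.84. A weaker exposure to tBHP would lower the NRF2 targets by 0.47 on the log2 scale in the same measure, and 19.9% of that loss was seen (-0.094 against -0.47). With the GC and length trend removed, the slope was 0.92, just below the 0.94 to 0.99 of the others. Both explanations cannot be told apart here: the values lay next to their limits, 20% and the range of the others, by which each explanation would have been excluded. They were left open after the values were seen, because they come from 1 library.

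The spread between replicates after tBHP was 2.70 times that before. After thinning, the ratio was 2.61, which argues against library size. GC content and length explained 35.6% of the variance within groups after tBHP, and with the trend removed the ratio was 1.79. How much of the spread comes from this trend cannot be told apart from other differences between the replicates exposed to tBHP.

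For the 745 genes, HA labels were permuted in 100 draws. The opposite regulation after tBHP was reached by 21 of 100 draws, so the HA grouping is not needed for a rho as low. The opposite regulation before tBHP was reached by 4 of 100 draws and the same direction before and after tBHP by 2 of 100. With the trend removed, 74.9% of the genes chosen again had the same direction, as large a share in 2 of 100 draws with the labels before tBHP permuted, so the GC and length trend does not account for the whole of the same direction. A part that HA itself causes is consistent with these 2 of 100 draws, as a hypothesis. The correlation between the tBHP response and the cNSF-HA effect was reached by 10 of 100 draws. Once the trend was removed, the rho was -0.11 in genes chosen again and 0.10 in the same genes. Both changes share PBS libraries, and simulated libraries with no difference gave a rho of -0.30 (95% of draws from -0.37 to -0.22). These had no tBHP response, so they give no fitting reference for either value. GC content or length bias as the whole cause therefore cannot be told apart from other causes.

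In the fit of only the 6 HA libraries without tBHP, 1 of the 10 splits gave as many genes as the 980 found, the real one, and another split gave at most 10. The differences followed GC content (rho 0.55 across genes), and 81 genes passed with the trend removed, so a GC trend in these libraries may account for most of the calls.

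Among the p53 targets, the camera p between cNSF-HA and fNSF-HA after tBHP was reached by 3 of the 10 splits, that between cNSF-HA and PBS by 5 and that of the tBHP response in PBS cells by 1. Once the trend was removed, the targets were lower after cNSF-HA with a camera p of 0.00524 (1 of the 10 splits of an exact permutation) and a fry p of 0.00106, against 0.00163 before, while their median difference shrank from -0.096 to -0.039. The trend thus does not account for the whole group difference, but it carried much of its size. The difference in tBHP response between cNSF-HA and fNSF-HA was reached by 3 of 100 splits, and by 1 of 100 with the trend removed. A lower p53 target response after cNSF-HA is a hypothesis from the same libraries, in which no single target passed the threshold for that difference (0; 1 with an unadjusted p under 0.05).

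Over the 35 tests of the 5 other lists, 4 had a camera p under 0.05 after adjustment and 6 a fry p, 3 of them both. The immediate early genes were lower after fNSF-HA than in PBS cells with tBHP (median -0.17, 10 of 11 lower, camera's adjusted p = 0.0146, fry's adjusted p = 0.167; 3 of the 10 splits in an exact permutation). After removal of the trend, their median was -0.046 with 7 of 11 lower (camera's adjusted p = 0.0283), and they were lower after cNSF-HA than in PBS cells as well (median -0.063, 9 of 11 lower, camera's adjusted p = 0.0227), so the size of the difference and its restriction to fNSF-HA depended on the trend. The HIF1 targets differed between cNSF-HA and fNSF-HA after tBHP by fry alone (median -0.12, 13 of 19 lower, fry's adjusted p = 0.0323, camera's adjusted p = 0.246). Their unadjusted camera p ranged from 0.00903 without fNSF-HA replicate 2 to 0.366 without cNSF-HA replicate 1 after tBHP. After removal of the trend, camera passed and fry did not (median -0.086, 14 of 19 lower, camera's adjusted p = 0.0227, fry's adjusted p = 0.0875). The NF-kB and endotoxin response genes had a median tBHP response of -0.45 in PBS cells (camera's adjusted p = 0.396, fry's adjusted p = 9.6e-05) and the HIF1 targets one of 0.22 (camera's adjusted p = 0.156, fry's adjusted p = 2.33e-08). With the trend removed, 14 of the 35 tests passed by camera. Between cNSF-HA and fNSF-HA after tBHP they were the HIF1 targets, the G2/M genes (median 0.087, camera's adjusted p = 0.00151, fry's adjusted p = 0.0356) and the NRF2 targets (median -0.061, camera's adjusted p = 0.0273, fry's adjusted p = 0.0377). The others were the G2/M and immediate early genes for cNSF-HA and the HIF1 and immediate early genes for fNSF-HA against PBS after tBHP, the HIF1 and NF-kB genes for cNSF-HA and the HIF1 and NRF2 targets for fNSF-HA against PBS before tBHP, and the NRF2, G2/M and immediate early genes in the tBHP response of PBS cells. The explanation was not tested for the comparisons between HA groups.

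Of the 99 co-immunoprecipitated proteins that the paper found to associate differently with CD44 after cNSF-HA and fNSF-HA, 97 had tested transcripts, which differed as a group between cNSF-HA and fNSF-HA before tBHP by a median log2 difference of -0.026 (camera p = 0.0259, fry p = 0.074; 3 of the 10 splits of an exact permutation gave as small a camera p) and not after tBHP (camera p = 0.625, fry p = 1, no exact permutation run). For all 290 co-immunoprecipitated proteins (285 transcripts), the median before tBHP was -0.027 (camera p = 0.00215, fry p = 0.0407; 3 of the 10 splits of an exact permutation gave as small a camera p), and the camera p was 0.0612 without cNSF-HA replicate 3 and 0.0544 without fNSF-HA replicate 1. No transcript of the 97 passed the threshold (0), and 1 before and 33 after tBHP had an unadjusted p under 0.05. Of the 285, 0 passed and 2 before and 108 after tBHP had an unadjusted p under 0.05.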
